# Early-life cisplatin exposure induces neuroinflammation and chemotherapy-induced neuropathic pain

**DOI:** 10.1242/dmm.052062

**Published:** 2024-11-27

**Authors:** Marlene Da Vitoria Lobo, Lydia Hardowar, Tameille Valentine, Lucy Tomblin, Charlotte Guest, Dhyana Sharma, Benjamin Dickins, Mark Paul-Clark, Richard Philip Hulse

**Keywords:** Nociceptor, Dorsal root ganglia, Nerve growth factor, Chemotherapy, Cisplatin, Neurodegeneration, TRPV1, Inflammation, Macrophage

## Abstract

Chemotherapy-induced neuropathic pain (CINP) is a common adverse health-related comorbidity that manifests later in life in patients with paediatric cancer. Current analgesia is ineffective, aligning closely with our lack of understanding of CINP. The aim of this study was to investigate how cisplatin induces nerve growth factor (NGF)-mediated neuroinflammation and nociceptor sensitisation. In a rat model of cisplatin-induced survivorship pain, cisplatin induced a neuroinflammatory environment in the dorsal root ganglia (DRG), demonstrated by NGF-positive macrophages infiltrating into the DRG. Cisplatin-treated CD11b- and F4/80-positive macrophages expressed more NGF compared to those treated with vehicle control. Mouse primary DRG sensory neuronal cultures demonstrated enhanced NGF-dependent TRPV1-mediated nociceptor activity after cisplatin treatment. Increased nociceptor activity was also observed when cultured mouse DRG neurons were treated with conditioned medium from cisplatin-activated macrophages. Elevated nociceptor activity was inhibited in a dose-dependent manner by an NGF-neutralising antibody. Intraperitoneal administration of the NGF-neutralising antibody reduced cisplatin-induced mechanical hypersensitivity and aberrant nociceptor intraepidermal nerve fibre density. These findings identify that a monocyte- or macrophage-driven NGF–TrkA pathway is a novel analgesic target for adult survivors of childhood cancer.

## INTRODUCTION

Current advances in medical diagnosis and treatment have led to a significant increase in survival rates of patients diagnosed with paediatric cancer (Robison and Hudson, 2014). Unfortunately, owing to the toxic and intensive nature of chemotherapeutic approaches, the patients’ quality of life is severely impacted (Robison and Hudson, 2014). Delayed health complications due to early-life exposure to chemotherapy represents a considerable patient and societal burden, which is complex and unmet (Chang et al., 2022). The most prominent complication that has day-to-day implications for these patients is persistent long-lasting pain, a debilitating condition that is prevalent in up to 59% of childhood cancer survivors post treatment (Alberts et al., 2018; Lu et al., 2011). Pain frequently develops in adolescence and persists into adulthood, well beyond the timeframes of diagnosis and cessation of treatment (Phillips et al., 2015). To date, commonly adopted painkiller approaches include the use of duloxetine (Hershman et al., 2014; Mulvey et al., 2024). However, current clinical analgesic intervention therapy is predominantly ineffective and can cause adverse long-term side effects (Argyriou et al., 2005). This issue, mainly, is promoted by our lack of understanding of how chemotherapy impacts the nociceptor during nervous system maturation.

Platinum-based chemotherapy, including that using cisplatin, is the primary treatment for a wide range of solid tumours that include lung, bladder, testicular and ovarian cancers and hepatoblastoma (Gilchrist and Tanner, 2013; Zsiros et al., 2013). However, treatment is often terminated prematurely due to its adverse side effects. These include chemotherapy-induced neuropathic pain (CINP) in paediatric cancer survivors, which is often reported to be delayed in onset, often manifesting years after the cessation of treatment (Khan et al., 2014; Ness et al., 2013; Phillips et al., 2015). Cisplatin-induced neuropathic pain arises due to treatment-induced neurotoxicity that effects the peripheral somatosensory nervous system (PNS) (Khan et al., 2014), which is an important consideration as the somatosensory nervous system is vulnerable at an early age to cellular stress and damage (Fitzgerald and McKelvey, 2016; Schwaller and Fitzgerald, 2014). Traumatic injury or inflammatory insult during neonatal development causes pain hypersensitivity that is delayed in inception, often presenting during adolescence and persisting throughout adulthood (Fitzgerald, 2005). Previous work using a neonatal rodent model of cisplatin-induced neuropathic pain showed an alteration in the maturation of nociceptors during neuronal development, demonstrated by increased expression of the receptor TrkA (also known as NTRK1) in the dorsal root ganglia (DRG) as well as increased calcitonin gene-related peptide (CGRP)-positive nociceptor sprouting in the skin (Hardowar et al., 2024; Hathway et al., 2018). TrkA signalling is driven by nerve growth factor (NGF), a prominent modulator of nociceptor development and sensitisation (Obreja et al., 2011), and inducer of chronic pain states (Donnerer et al., 1992; Grills and Schuijers, 1998; Longo et al., 2013; Woolf et al., 1994). In addition, a neuroinflammatory component is an important contributor to the delayed manifestation of pain in adulthood, as unsilencing of proinflammatory activity following early-life trauma drives the delayed manifestation of pain (Cobo et al., 2022; McKelvey et al., 2015), with NGF largely derived from the circulatory inflammatory cell types (Minnone et al., 2017). Previous work has outlined that anti-NGF therapy is a potential therapy for chronic pain through suppression of nociceptor sensitisation (Bloom et al., 2011; Sevcik et al., 2005).

This study explores the hypothesis that inflammatory cell type-derived NGF-driven nociceptor sensitisation plays an integral part in the development of delayed pain behavioural phenotype in paediatric cancer survivors. The impact of the cisplatin-induced inflammatory process on nociceptor sensitisation in developing neurons is not fully understood. Here, we used a rodent model of cisplatin-induced pain in adult survivors of childhood cancer (Hathway et al., 2018) to investigate how cisplatin-induced neuroinflammation induces nociceptor sensitisation in an NGF-dependent manner.

## RESULTS

Early-life administration of cisplatin in neonatal rats [postnatal day (P)14 and P16] induced a delayed but pronounced mechanical allodynia (Fig. 1A), with no observed alterations in body weight (Fig. 1B). In the plantar skin (Fig. 1C,D), cisplatin induced an increased infiltration and accumulation of CD45 (also known as PTPRC)-positive monocytes/macrophages (Fig. 1E) versus those in age-matched vehicle-treated controls. Similarly, in comparison from the plantar skin of age-matched vehicle-treated controls, there was an increase in CD11b (also known as ITGAM)-positive cell number in the plantar skin from cisplatin-treated rats (Fig. 1F-H). Additionally, cisplatin also induced infiltration of CD45-positive monocytes/macrophages in the lumbar DRG (Fig. 1I,J,L) compared to that in age-matched vehicle-treated controls (a representative control image without primary antibody staining is shown in Fig. 1K). Furthermore, following transcriptomic analysis at the P23 timepoint (associated with the development of CINP), there was an increase in the expression of genes associated with the proinflammatory environment in lumbar DRGs following early-life treatment with cisplatin, compared to that in age-matched vehicle-treated controls (Fig. S1A-E). 

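Lumbar DRGs, which hold the cell bodies of sensory neurons together with glia and other cells, were sequenced as 4 libraries, 2 from vehicle-treated and 2 from cisplatin-treated rats. Cisplatin is a platinum-based chemotherapeutic; it was injected at 0.3 mg/kg on P14 and P16, and vehicle-treated rats received saline. The paper places the tissue collection at P23, whereas the sample labels give 16 days after treatment; P23 is used here. Several DRGs were pooled for each library. The authors selected polyadenylated RNA, mapped the paired reads to the Ensembl Rnor_6.0 rat genome with HISAT2, assembled transcripts with StringTie and deposited whole-number counts for 33506 genes, without normalisation. They also deposited FPKM values. The total count was 23267950 and 21384801 in vehicle replicates 1 and 2, and 25282170 and 25618417 in cisplatin replicates 1 and 2. Each pair of libraries differed by more than the sampling noise, with the closest pair at a chi-square of 46.2 per degree of freedom.
Of the 22293 protein-coding genes, the 14719 kept by edgeR's filter on low counts were compared between the groups with edgeR's quasi-likelihood test on TMM-normalised counts, with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 1.5. With 2 libraries against 2, the smallest p that an exact two-sided permutation test of a single gene can give is 0.333, so the test rests on a spread modelled across genes. The titles of the labels number the rats 1 and 2 in each group, so that same-numbered libraries come from different rats. The library names number the cisplatin-treated libraries 4 and 6, and the paper's text names no pairing of rats between the groups. Each comparison was therefore also fitted with the replicate number as a block. That fit leaves 1 residual degree of freedom per gene, so its p-values rest even more on the spread modelled across genes.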

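Ccl2, Mif and Cxcl9, which encode secreted inflammatory mediators, had higher counts in both cisplatin-treated libraries than in both vehicle-treated libraries. The paper lists these genes as higher in Fig. S1A from the same libraries, so their direction is not independent support. Ccl2 (ENSRNOG00000007159; chromosome 10, 69412017 to 69413870, Rnor_6.0), the gene of a monocyte chemoattractant, had 4.68 ± 0.506 CPM (counts scaled to library size; SD, n = 2) in vehicle-treated and 11.7 ± 4.37 CPM (SD, n = 2) in cisplatin-treated rats. Its log2 fold change was 1.32 (standard error 0.35, adjusted p = 0.509 from edgeR's quasi-likelihood test). With the replicate number as a block, it was 1.30 (standard error 0.24, adjusted p = 0.00473 from edgeR). The adjusted p of Ccl2 ranged over the alternatives from that value to 1 in edgeR, the latter with the replicate numbers crossed, and it was 0.578 in edgeR without the filter on low counts. Mif (ENSRNOG00000006589; chromosome 20, 13732198 to 13732859) had 0.907 ± 0.154 CPM in vehicle-treated and 2.79 ± 0.556 CPM in cisplatin-treated rats (SD, n = 2 each). Its log2 fold change was 1.62 (standard error 0.40, adjusted p = 0.509 from edgeR), and with the block 1.61 (adjusted p = 0.0188 from edgeR). The annotation holds 8 protein-coding genes under the protein name of Mif, 5 of them with counts. Summed over these genes, the counts were 24 and 20 in the vehicle-treated and 74 and 83 in the cisplatin-treated libraries, so the rise was also present in the sum. Cxcl9 (ENSRNOG00000022242; chromosome 14, 17228856 to 17234712) had 43 and 50 counts in the vehicle-treated and 95 and 113 counts in the cisplatin-treated libraries. Its log2 fold change was 1.01 (adjusted p = 0.509 from edgeR), and its adjusted p was 0.0428 with the block and 0.545 with DESeq2. In these 3 genes no adjusted p passed the threshold unless replicate numbers were paired, and with the pairing and a correction for gene length chosen after seeing the data, only Ccl2 passed it.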

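In lumbar DRGs at P23, edgeR's quasi-likelihood test called 0 genes higher and 1 gene lower after cisplatin among 14719 genes tested. At an unadjusted p under 0.05 and a fold change of at least 1.5, 412 genes were higher and 783 lower. With the replicate number as a block, which leaves 1 residual degree of freedom per gene, edgeR called 529 genes higher and 1136 lower. Same-numbered libraries deviated together: the difference between replicate 2 and replicate 1 in vehicle-treated rats correlated with that in cisplatin-treated rats across genes (Pearson's r = 0.444, Spearman's rho = 0.568), although genes are not independent replicates. Exchanging the numbers within a group would only reverse the sign of these correlations. They therefore cannot show that the numbers mark real pairs. The common dispersion was 0.0711 without and 0.0209 with the block. DESeq2, the tool named in the paper's methods, called 36 genes higher and 63 lower without a block, and 96 of these 99 genes were also called by edgeR with the block. Both groups of calls held more lower than higher genes, 68.2% with the block and 63.6% with DESeq2.
The gene called lower was LOC100911363 (ENSRNOG00000045747; chromosome 1, 91058529 to 91063928, Rnor_6.0), which had 1844 and 1494 counts in the vehicle-treated and 92 and 75 counts in the cisplatin-treated libraries. Its log2 fold change was -4.45 (standard error 0.21, adjusted p = 0.024 from edgeR), and with the block -4.45 (adjusted p = 8.17e-08 from edgeR). Its adjusted p was 1.96e-48 with DESeq2 and 0.0373 in edgeR with library size alone in place of TMM. Over all alternatives it ranged from 2.97e-82, with DESeq2 and the block, to 0.0594, in edgeR with library size alone and no filter on low counts, where the gene was not called. It is 1 of 3 genes annotated with the protein name of Capns1 on chromosome 1, and the other two had higher counts after cisplatin, so its value is uncertain. Capns1 itself had 73 and 51 counts in the vehicle-treated and 93 and 78 in the cisplatin-treated libraries. Summed over the 3 genes, the counts were 2003 and 1635 in the vehicle-treated and 386 and 327 in the cisplatin-treated libraries.

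**Figure D1:**
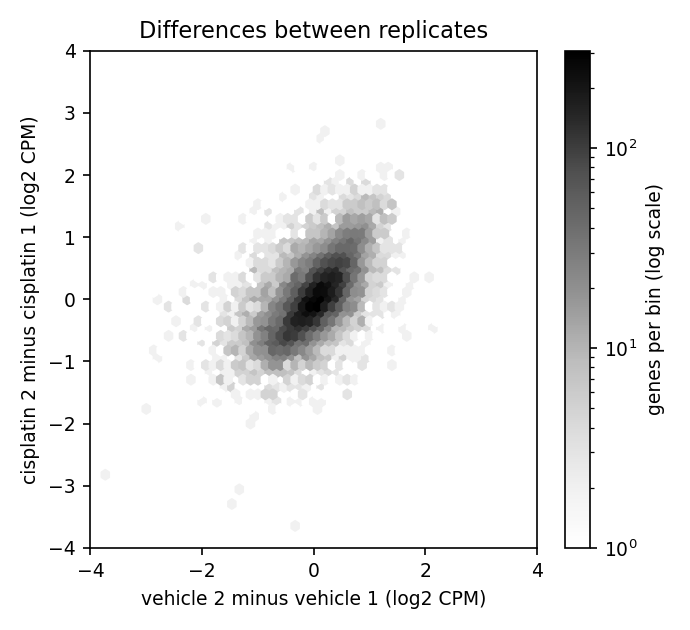
Difference in log2 CPM between replicates 2 and 1 in vehicle-treated (horizontal axis) and cisplatin-treated rats (vertical axis), with shading for the number of genes per bin on a log scale. The 14673 genes drawn lie along a rising diagonal (Pearson's r = 0.444 over all 14719 genes), and 46 genes lie outside the axes.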

In rats administered cisplatin during the second week of life, a significant inflammatory profile in the DRG was observed using gene enrichment analysis (Fig. 1M,N; Fig. S1A; 220 differentially expressed genes – 143 downregulated and 77 upregulated). Overall, DRG and plantar skin at a timepoint accompanying presentation of pain demonstrated infiltration and accumulation of CD45 and CD11b cell types in the PNS.

**Fig. 1.**
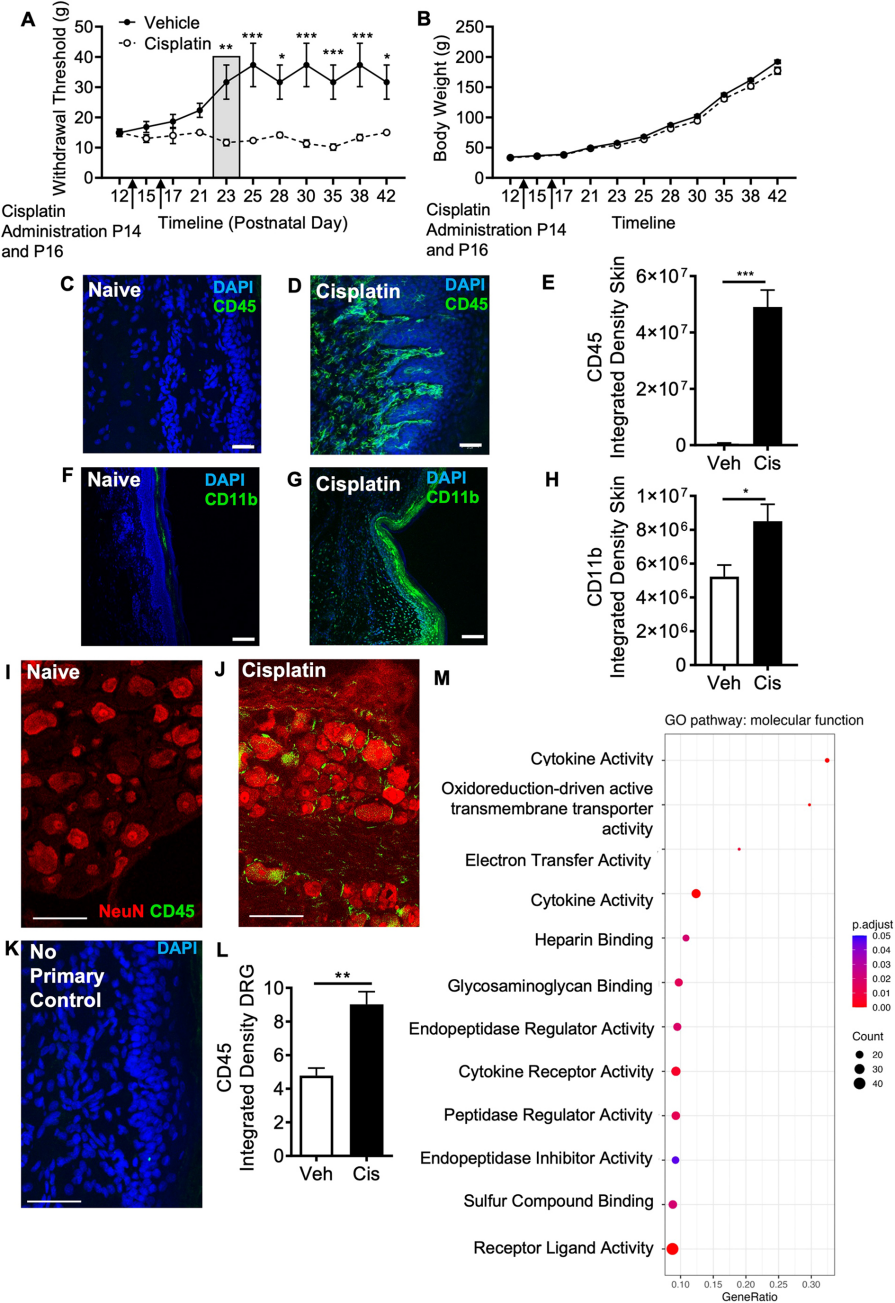
**Early-life exposure to cisplatin induces mechanical allodynia and DRG macrophage infiltration.** (A) Neonatal exposure to cisplatin [0.3 mg/kg intraperitoneal injection delivered on two occasions; postnatal (P) days 14 and 16; timepoints indicated by arrows] led to a delayed (presenting at P23) but pronounced mechanical allodynia compared to that in age-matched sham control (vehicle)-treated rats. (B) There were no differences in body weight between vehicle- and cisplatin-treated rats (two-way ANOVA with Bonferroni’s post hoc test, *n*=6 animals per group). (C-M) Early-life exposure of cisplatin led to an increase in proinflammatory environment in the peripheral sensory nervous system – the dorsal root ganglia (DRG) and plantar skin of the hindpaw. (C-H) Representative images of plantar skin sections from age-matched vehicle-treated controls and cisplatin-treated rats stained for CD45 (C,D) and CD11b (F,G) are shown. There was an increase POS=--10ptin CD45-positive cell types (E) in the plantar skin of the hindpaw in cisplatin-treated rats versus those in age-matched controls (two-tailed unpaired *t*-test, *n*=6 animals per group). Similarly, there was an increase in CD11b-positive cells (H) in the plantar skin of the hindpaw in cisplatin-treated rats versus those in age-matched controls (two-tailed unpaired *t*-test, *n*=6 animals per group). (I-K) Compared to the sham vehicle-treated DRG (I), cisplatin-treated DRG (J) demonstrated increased CD45 immunoreactivity. Representative images of controls with no primary antibody staining are also shown (K). (L) In the DRG (lumbar 5), there was an increase in CD45-positive cells in cisplatin-treated rats compared to that in age-matched sham controls (two-tailed unpaired *t*-test). (M) Whole-lumbar-DRG RNA-sequencing analysis highlighted that cisplatin induced the expression of genes enriched in Gene Ontology Molecular Function terms indicative of an inflammatory neural environment. Bars show mean±s.e.m. Scale bars: 25 μm (C,D,I,J); 50 μm (F,G). *P<0.05; **P<0.01; ***P<0.001.

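The Gene Ontology terms were represented by 4 gene sets written by symbol from the names of the terms, since the deposited tables carry no term annotation. Each was tested with limma's camera against the other genes tested, with an inter-gene correlation of 0.01, and p was adjusted over 5 sets. The 48 cytokine and chemokine genes had a median log2 fold change of 0.14 (26 of 48 higher, adjusted p = 0.133 from limma), and with the replicate block 0.15 (adjusted p = 0.299 from limma). Their median changed direction with a correction for gene length chosen after seeing the data, to -0.04 (adjusted p = 0.667 from limma). Over the alternatives its adjusted p ranged from 0.0283, without the filter on low counts, to 0.837, with the block and that correction. The 62 cytokine receptor genes had a median of -0.07 (29 of 62 higher, adjusted p = 0.497 from limma), and with the block -0.07 (adjusted p = 0.392 from limma). The 73 respiratory chain genes, which stand for the terms on electron transfer, had a median of 0.50 (70 of 73 higher, adjusted p = 8.47e-27 from limma), and with the block 0.50 (adjusted p = 2.29e-34 from limma). This set includes mitochondrially encoded genes, and its 62 nuclear-encoded genes alone had a median of 0.44 (59 of 62 higher). When the inter-gene correlation was estimated from the libraries, the adjusted p of the whole set was 0.127. With the gene length correction the median of the whole set was 0.26 (adjusted p = 2.42e-12 from limma). The 34 peptidase inhibitor genes had a median of 0.23 (22 of 34 higher, adjusted p = 0.0149 from limma), and with the block 0.24 (adjusted p = 0.0126 from limma). With the estimated correlation the adjusted p of this set was 0.217. With the gene length correction its median was 0.11, and it did not pass the threshold (adjusted p = 0.142 from limma). With the block, edgeR called 4 cytokine, 5 cytokine receptor, 31 respiratory chain and 11 peptidase inhibitor genes, and without it none, with 1 gene called in all. Not all of these calls were higher after cisplatin. Of the receptor genes, Lifr, Il6st, Il1rap and Il31ra were lower and Ifngr2 higher. The peptidase inhibitor genes Serpinc1 and Itih3 and the respiratory chain gene Cox6a2 were lower as well, and the other calls were higher. DESeq2 without a block called 7 respiratory chain genes and none of the other 3 sets. From the terms enriched among the genes induced by cisplatin (Fig. 1M), the paper proposes an inflammatory neural environment in the DRG. Its enrichment, made with STRING, was not repeated here.

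**Figure D2:**
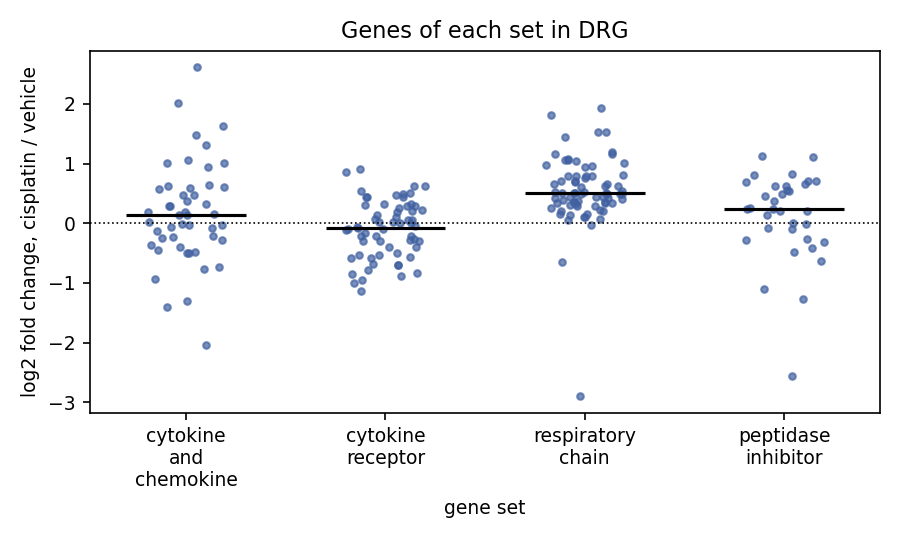
Log2 fold change between cisplatin-treated and vehicle-treated rats of each gene (points) in 4 gene sets, with the median of each set as a bar and no change as a dotted line. The median is 0.14 for cytokines and chemokines, -0.07 for cytokine receptors, 0.50 for the respiratory chain and 0.23 for peptidase inhibitors. After a correction for gene length these medians are -0.04, -0.06, 0.26 and 0.11.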

Cisplatin treatment was associated with alterations in endothelial cell function in relation to permeability and cell adhesion (Fig. 2). Increased inflammatory cell–endothelial cell adherence was associated with elevations in ICAM1 expression in cisplatin-treated endothelial cells [human umbilical vein endothelial cells (HUVECs) and mouse spinal cord endothelial cells] (Fig. 2A-F). Additionally, cisplatin induced loss of tight junctional proteins [VE-cadherin (also known as CDH5; Fig. 2G-J) and occludin (OCLN; Fig. 2I,K)], which can promote increased capillary leakiness and cell trafficking. Here, we demonstrate that there is enhanced inflammatory cell adherence promoting inflammation into the DRG. This was shown in cisplatin-treated HUVECs having increased adherence of mouse splenocytes fluorescently labelled with Vybrant Dil compared to vehicle-treated cells (Fig. 2L,M).

**Fig. 2.**
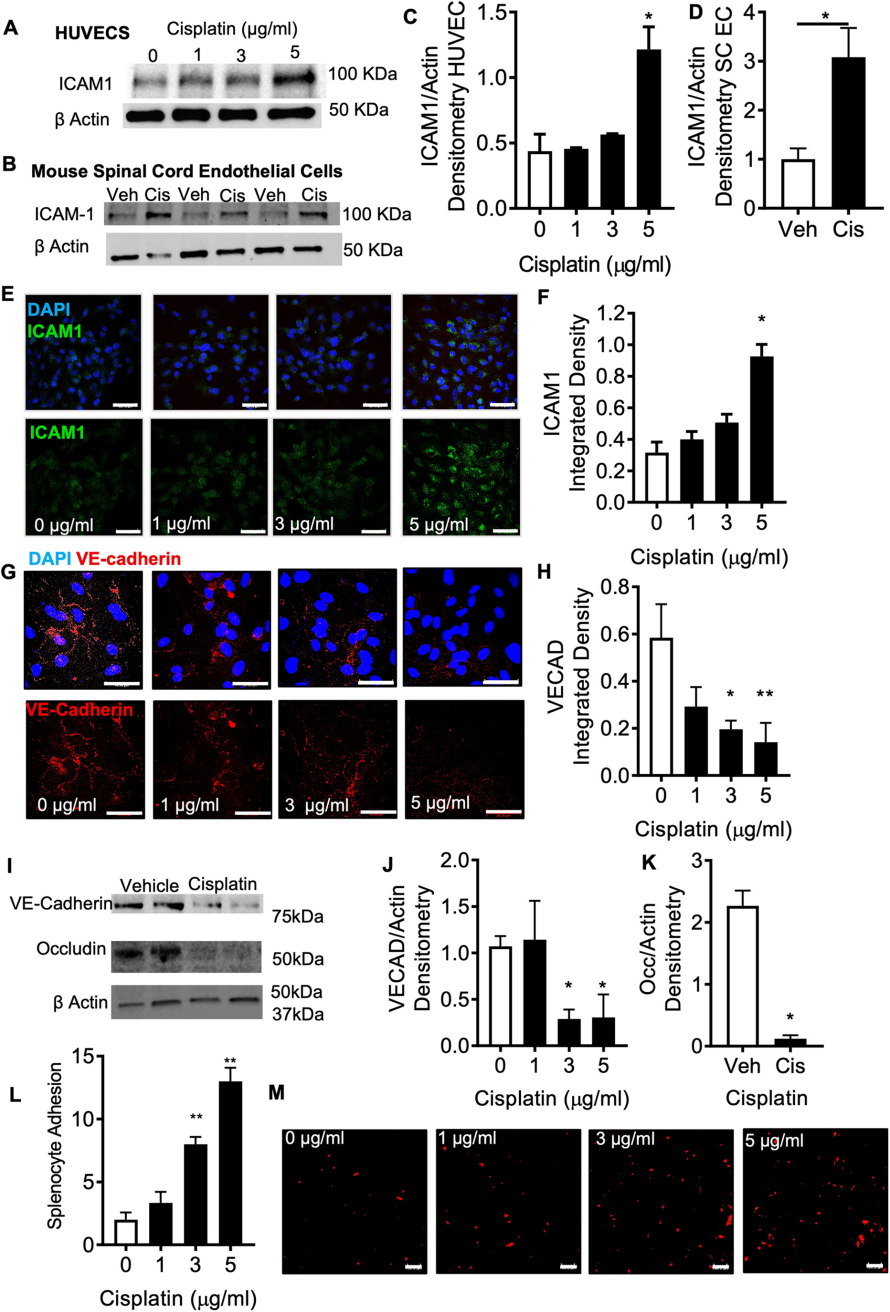
**Cisplatin induced an inflammatory environment in the DRG.** (A-D) Cisplatin induced increases in ICAM1 expression in HUVECs (*n*=4 per group) (A,C) and mouse spinal cord endothelial cells (SC ECs) (*n*=3 per group) (B,D) as measured by densitometry analysis. (E,F) Similarly, immunocytochemistry analysis (E) showed that ICAM1 expression was increased in HUVECS 24 h post cisplatin treatment, with increases occurring in a dose-dependent manner (cisplatin concentrations of 0, 1, 3 or 5 μg/ml; *n*=4 per group (F). (G,H) HUVECs treated with cisplatin showed reductions in the endothelial tight junctional marker VE-cadherin (VECAD). (I-K) Protein lysates extracted from HUVECs after 24 h treatment with 0, 1, 3 or 5 μg/ml of cisplatin demonstrated reductions in VE-cadherin (I,J) and occludin (I,K) expression (*n*=4 per group). (L,M) Immunocytochemistry of HUVECs treated for 24 h with either vehicle or cisplatin demonstrated increased adherence of mouse splenocytes fluorescently labelled with Vybrant Dil with increasing concentrations of cisplatin (*n*=3 per group). Bars show mean±s.e.m. (C,F,H,J,L) One-way ANOVA with Bonferroni test; (D,K) two-tailed unpaired *t*-test. Scale bars: 50 μm. *P<0.05; **P<0.01.

There was an increase in CD45 inflammatory cell accumulation in the plantar surface of the hindpaw of cisplatin-treated rats, which was associated with the microvessel endothelium (labelled with isolectin B4 or IB4), compared to that in age-matched vehicle-treated controls (Fig. 3A-C), indicative of enhanced monocyte/macrophage adherence and infiltration. In the lumbar DRG extracted from cisplatin-treated rats, there was increased accumulation of NGF-positive cells (Fig. 3D,E), versus that in age-matched controls. Increased expression of NGF following cisplatin treatment was also observed in our transcriptomic analyses (Fig. S1A). This accumulation of NGF in the DRG aligned with an increase in infiltrating CD45-positive monocytes/macrophages, with CD45-positive monocytes/macrophages expressing NGF (Fig. 3F,G). In isolated mouse splenocytes, cisplatin treatment induced increased expression of NGF compared to that in vehicle-treated splenocytes, as seen by western blotting (Fig. 3H,I), and also increased the number of F4/80 (also known as ADGRE1; Fig. 3J) and CD11b (Fig. 3K)-positive cells that expressed NGF post cisplatin treatment (Fig. S2), as seen by flow cytometry.

**Fig. 3.**
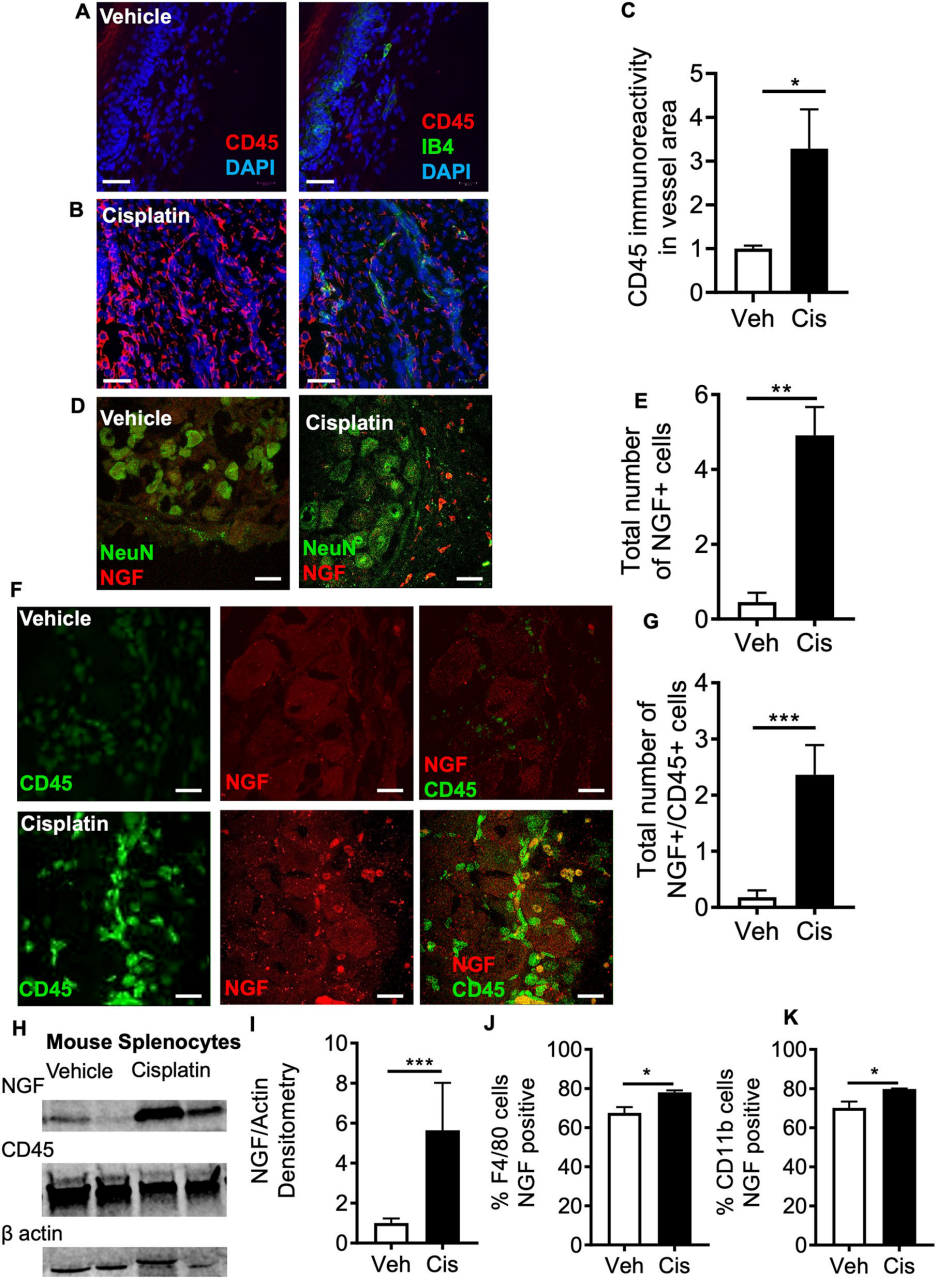
**Cisplatin induced accumulation of NGF-positive monocytes/macrophages in the DRG.** (A-C) In rats treated with cisplatin early in life, there was an increased accumulation of CD45-positive cells in the plantar skin that were associated with IB4-positive microvessels, compared to that seen in age-matched control animals (*n*=4 per group). (D,E) In rats treated with cisplatin early in life, there was an increased number of NGF-positive cells in the DRG. (F,G) Furthermore, there was an increase in number of NGF- and CD45-positive cells in the DRG of cisplatin-treated rats versus sham vehicle-treated control rats. (H-K) Western blotting (H,I) and flow cytometry (J,K) analyses of isolated mouse splenocytes treated with either vehicle or cisplatin for 24 h showed increased expression of NGF following cisplatin treatment (H,I) and an increased number of F4/80 (J) and CD11b (K)-positive cells expressing NGF (*n*=4 per group). Bars show mean±s.e.m. (C,E,G,I-K) Two-tailed unpaired *t*-test. All scale bars: 25 μm. *P<0.05; **P<0.01; ***P<0.001.

Increasing concentrations of capsaicin applied to isolated mouse DRG sensory neurons induces increased intracellular calcium influx (Hardowar et al., 2024). Here, NGF treatment led to increased capsaicin-induced intracellular calcium influx (Fig. 4A,B) in mouse DRG nociceptors. Furthermore, cotreatment with NGF and an NGF-neutralising antibody inhibited NGF-induced DRG nociceptor sensitisation, whereas cotreatment with NGF and an IgG control antibody did not suppress NGF-induced nociceptor sensitisation (Fig. 4A,B; Fig. S3). Subcutaneous administration in the hindpaw plantar surface of rats with NGF and the NGF-neutralising antibody inhibited NGF-induced mechanical (Fig. 4C) and heat (Fig. 4D) hypersensitivity in the ipsilateral hindpaw. Similarly, intraperitoneal delivery of the NGF-neutralising antibody also prevented NGF-induced pain (Fig. S4). Subcutaneous administration of NGF into the plantar surface of the hindpaw led to increased numbers of CGRP-positive intraepidermal nerve fibres (IENFs) and branchpoints in the ipsilateral plantar skin (Fig. 4E-G, representative images of CGRP-positive IENFs are shown in Fig. 4E) versus those in the vehicle-treated group. NGF administered in conjunction with the NGF-neutralising antibody inhibited the NGF-induced increase in the number of CGRP-positive IENFs and branchpoints (Fig. 4E-G).

**Fig. 4.**
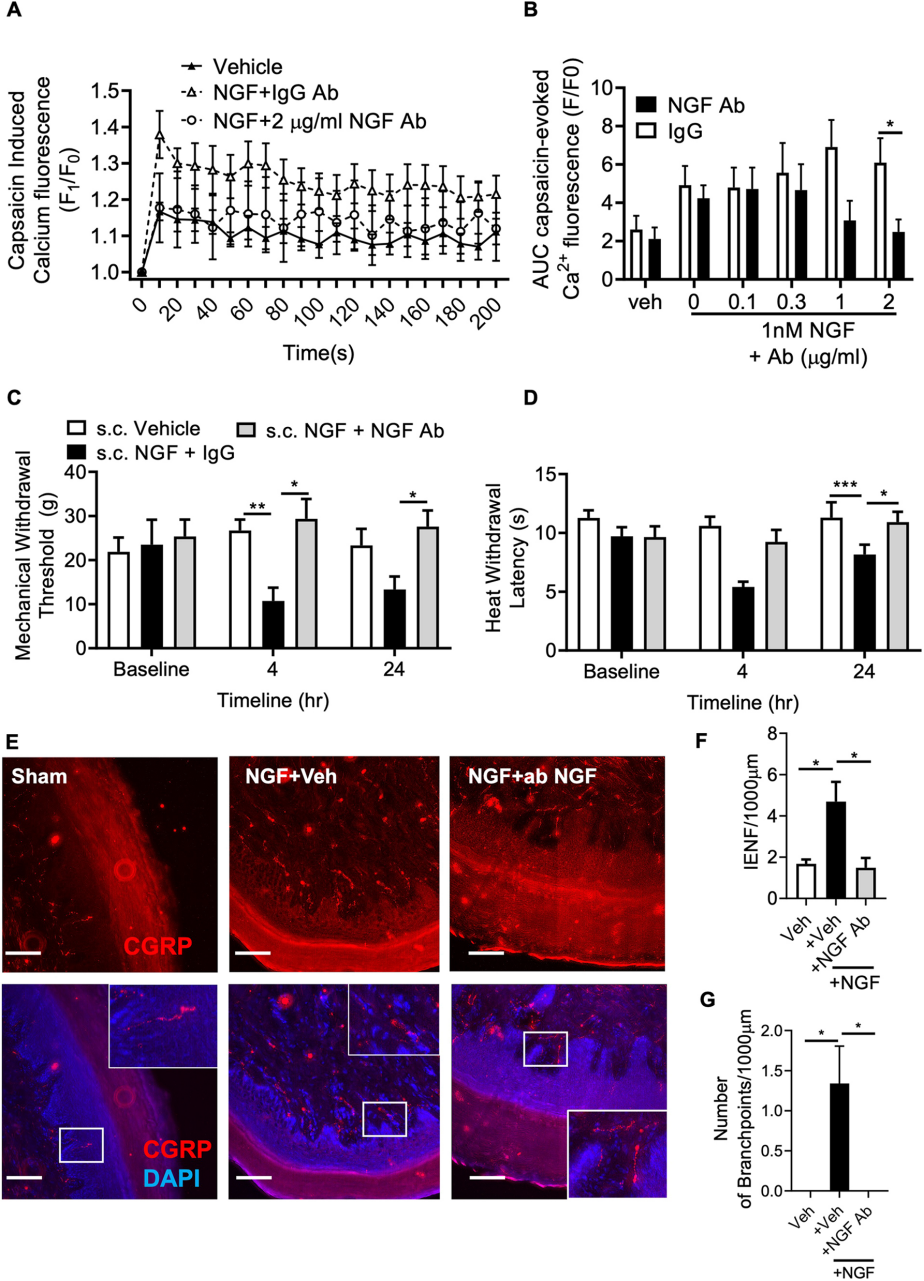
**Suppression of NGF by an NGF-neutralising antibody induced nociceptor sensitisation and aberrant growth.** (A,B) In isolated mouse DRG primary sensory neuronal cell cultures, NGF treatment induced an increase in capsaicin-mediated intracellular calcium influx, which was suppressed in a concentration-dependent manner with increasing concentrations of NGF-neutralising antibody (*n*=16 for PBS and NGF+0 μg/ml antibody treatment groups, *n*=14 for vehicle treatment, *n*=10 for NGF+0.1, 0.3, 1 and 2 μg/ml antibody treatment groups; one-way ANOVA with Bonferroni test). AUC, area under the curve. (C-G) Compared to NGF treatment alone, subcutaneous (s.c.) injection in the hindpaw plantar surface of rats with NGF plus the NGF-neutralising antibody prevented NGF-induced mechanical (C) and heat (D) hyperalgesia (one-way ANOVA with Bonferroni test, *n*=6 per group), alongside reductions in NGF-induced aberrant growth of CGRP-positive nociceptor intraepidermal nerve fibres (IENFs) (E,F) and an increase in the number of branchpoints (G) in the ipsilateral plantar skin (one-way ANOVA with Bonferroni test, *n*=6 per group). Bars show mean±s.e.m. Scale bars: 100 μm. *P<0.05; **P<0.01; ***P<0.001.

Mouse DRG primary cell cultures were treated with cisplatin for 24 h, followed by a 7-day washout period. NGF-induced TRPV1 sensitisation was exacerbated by cisplatin treatment, and treatment in conjunction with the NGF-neutralising antibody diminished NGF-induced capsaicin responses compared to those seen upon cotreatment with the IgG control antibody (Fig. 5A,B; Fig. S5). Isolated mouse splenocytes were treated with either vehicle or cisplatin. Conditioned media were collected 24 h later and applied to DRG primary cell cultures. Capsaicin-induced intracellular calcium influx was increased in response to cisplatin-treated conditioned medium (Fig. 5C,D). Furthermore, with increasing concentrations of the NGF-neutralising antibody, cisplatin-treated conditioned medium-induced nociceptor sensitisation was inhibited (Fig. 5C,D). In a rat model of early-life cisplatin-induced chronic pain, mechanical allodynia was prevented following intraperitoneal injection of the NGF-neutralising antibody (Fig. 6A), with body weight remaining similar between all experimental groups (Fig. 6B). In addition, intraperitoneal injection of the NGF-neutralising antibody prevented cisplatin-induced mechanical allodynia in male (Fig. 6C) and female (Fig. 6D) rats. Furthermore, cisplatin-induced increases in CGRP-positive nociceptor IENFs in the plantar skin were prevented in the NGF-neutralising antibody treated group (Fig. 7A-C). In addition, cisplatin-induced accumulation of CD45-positive cells in the plantar hindpaw skin was not altered by administration of the NGF-neutralising antibody (Fig. 7D,E).

**Fig. 5.**
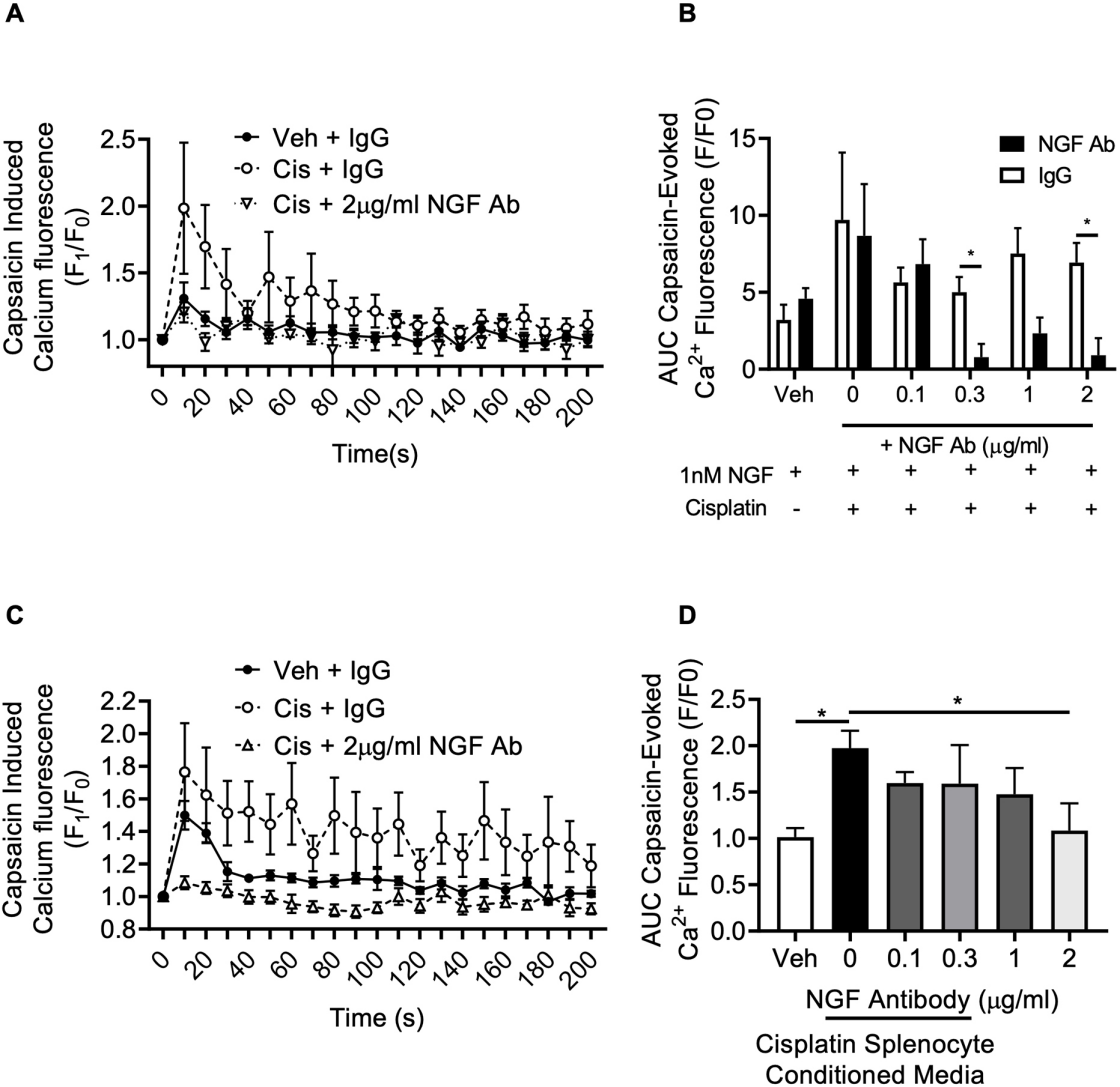
**Cisplatin-induced proinflammatory-mediated nociceptor sensitisation is NGF dependent.** (A,B) Treatment of mouse DRG primary cell cultures with 5 μg/ml cisplatin 1 week prior to NGF treatment increased TRPV1 activity compared to that following vehicle treatment. Treatment with the NGF-neutralising antibody diminished capsaicin-induced TRPV1-mediated nociceptor activity (one-way ANOVA with Bonferroni test, *n*=12 per group). (C,D) 24 h exposure of mouse DRG primary cell cultures to conditioned medium from cisplatin-treated mouse splenocytes led to increased capsaicin-evoked DRG nociceptor activity compared to that in cultures exposed to vehicle-treated conditioned medium from mouse splenocytes, and this increase was diminished with increasing concentrations of the NGF-neutralising antibody (one-way ANOVA with Bonferroni test, *n*=9 per group). Bars show mean±s.e.m. AUC, area under the curve. *P<0.05.

**Fig. 6.**
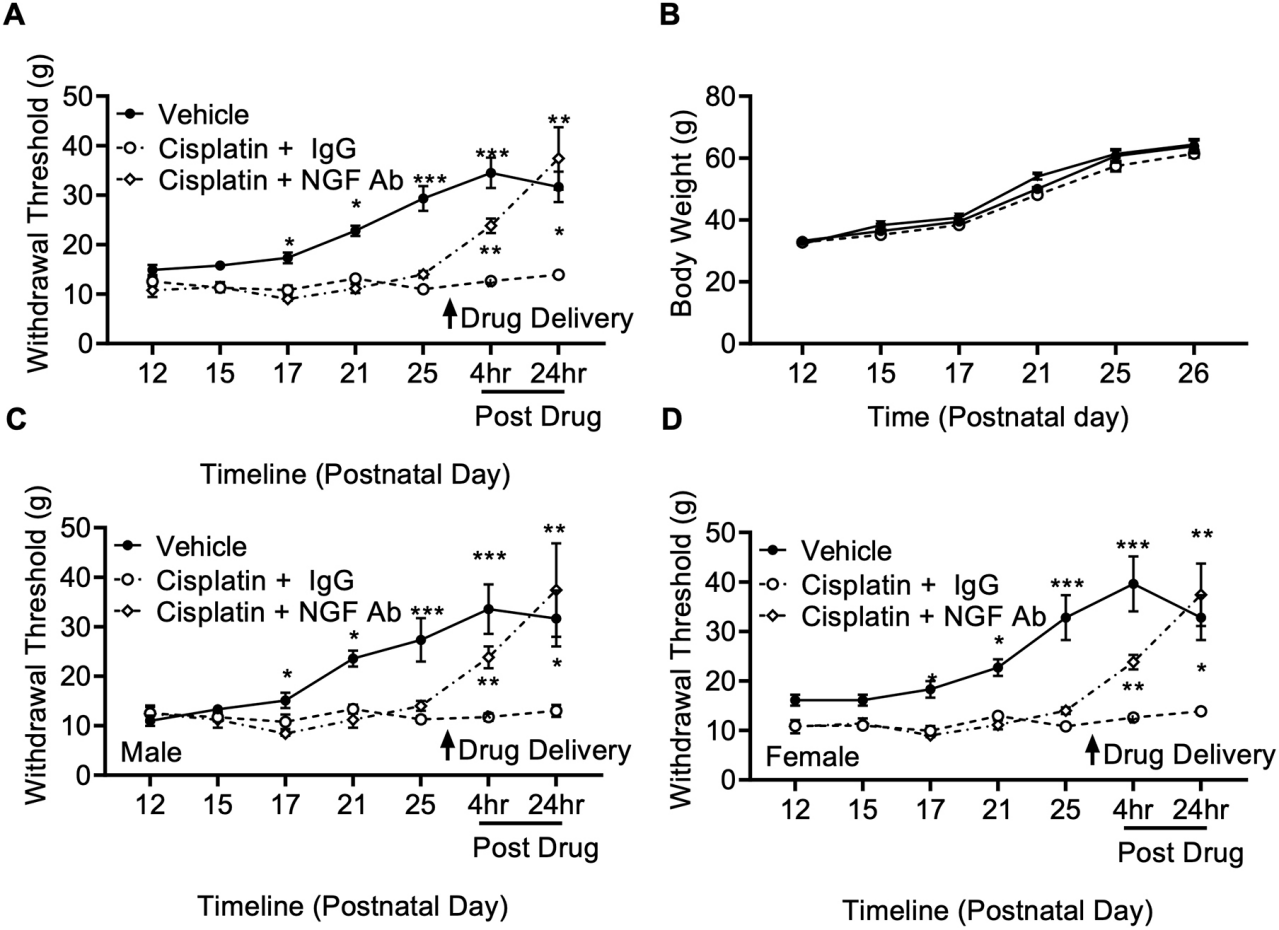
**NGF-mediated cisplatin-induced survivorship pain.** (A) In a rat model of early-life exposure to cisplatin, which induced chronic pain, intraperitoneal injection of the NGF-neutralising antibody prevented mechanical allodynia versus that seen in the group treated with cisplatin and an IgG control antibody. (B) Body weight did not differ between each experimental group. (C,D) In addition, compared to the cisplatin+IgG group, intraperitoneal injection of the NGF-neutralising antibody prevented mechanical allodynia in cisplatin-treated male (C) and female (D) rats. Bars show mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001 (two-way ANOVA with Bonferroni test; *n*=9 vehicle-treated animals, 10 cisplatin+IgG-treated animals, 5 cisplatin+NGF antibody-treated animals per group).

**Fig. 7.**
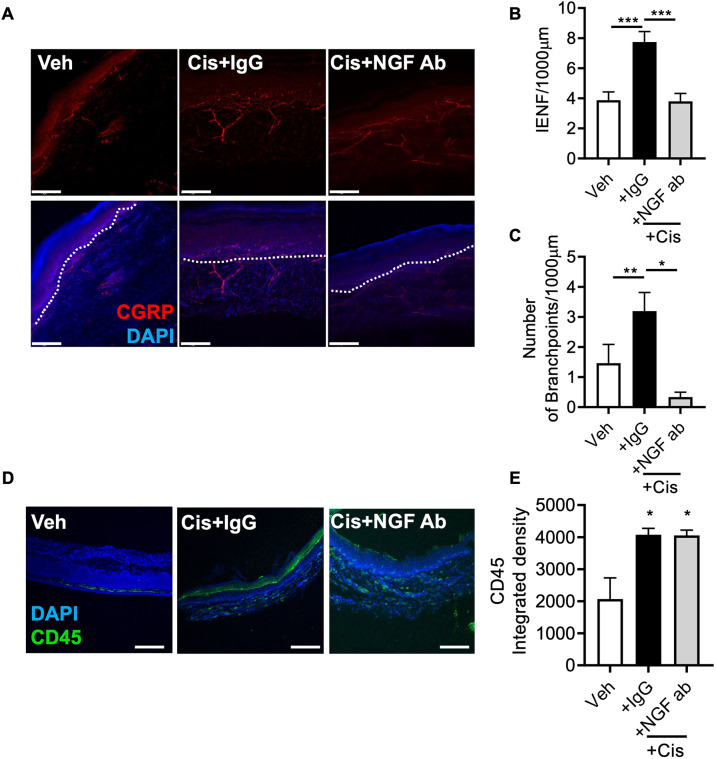
**Cisplatin-induced aberrant IENF growth is NGF dependent.** (A-C) Early-life exposure of rats to cisplatin led to increased CGRP-positive nociceptor intraepidermal nerve fibres (IENFs) in the plantar skin versus those in sham vehicle-treated CGRP-positive nociceptors (A,B) and increased IENF branch number (C). In addition, treatment with the NGF-neutralising antibody prevented cisplatin-induced aberrant growth and branch number in CGRP-positive IENFs. Dotted lines in A represent dermal–epidermal border. (D) Cisplatin treatment induced a proinflammatory environment (as seen by the increased number of CD45-positive cells) in the plantar skin versus the sham vehicle-treated group. (E) The proinflammatory state (CD45-positive cell infiltration) within the plantar skin remained unchanged between the cisplatin- and cisplatin+NGF-neutralising antibody-treated groups. Bars show mean±s.e.m. Scale bars: 100 μm. *P<0.05; **P<0.01; ***P<0.001 (one-way ANOVA with Bonferroni test, *n*=5 per group).

## DISCUSSION

In this study, we demonstrate that early-life treatment with cisplatin causes neuroinflammation, which is a major contributor to delayed and persistent neuropathic pain states that occur in adult survivors of childhood cancer. Results were comparable between male and female rats. Cisplatin-induced pain and nociceptor sensitisation was driven by infiltrating M1-like macrophages into the PNS in an NGF-dependent manner. This investigation outlines an inflammatory mechanism that induces the onset of pain in adult survivors of childhood cancer.

### Neuroinflammation-induced childhood cancer survivorship pain

Current clinical studies highlight the development of a lasting pain in adult individuals who were treated during infancy for paediatric cancer. However, the ongoing underlying mechanisms that cause this sensory neuropathology have not been elucidated. Recently, several rodent models have been developed to enable exploration of the aetiology of this complication (Hathway et al., 2018; Schappacher et al., 2019). These preclinical studies clearly demonstrate a disturbance in the maturation of the nociceptor following exposure to chemotherapy early in life, and, importantly, pain hypersensitivity developing during adolescence, a timepoint comparable to those observed in clinical studies (Alberts et al., 2018). It is widely regarded that cisplatin-induced neuropathic pain is dependent upon sensory neurotoxicity that occurs due to the accumulation of platinum-based agents in the PNS (McDonald et al., 2005; Ta et al., 2006), inducing nociceptor sensitisation (Ferdousi et al., 2015). This is supported by clinical evidence indicating that cisplatin can alter sensory neural activity in survivors of childhood cancer (Kandula et al., 2020). However, in relation to early-life exposure to cisplatin, how pain manifests and the underlying mechanisms still remain unclear. Current understanding of developmental sensory neurobiology indicates that the delay in the presentation of neuropathic pain phenotypes until adolescence following early-life exposure to a ‘neural stressor’ aligns with the induction of proinflammatory processes (McKelvey et al., 2015). Exposure of the developing immature PNS to a traumatic/toxic insult initiates maladaptation within the developmental trajectory of the nociceptor and surrounding environment to drive a delayed but lasting chronic pain phenotype in humans (Khan et al., 2014; Ness et al., 2013) and rodents (Fitzgerald and McKelvey, 2016; McKelvey et al., 2015). Part of this is attributed to the unsilencing of the immune system during adolescence, which, during neural development, is normally anti-inflammatory in nature, preventing nociceptor activation (McKelvey et al., 2015). It is important to note that organism development differs suitably between rodents and humans. This is exemplified by rodents transitioning from infants to sexual maturity at a significantly faster rate than humans. However, the underpinning neural mechanisms attributable to infant and adolescent pain are comparable between organisms (Fitzgerald, 2005). It has previously been shown that cisplatin drives inflammation in a multitude of differing physiological systems, for instance, in cisplatin-induced nephropathy (Liang et al., 2016), where macrophage infiltration is associated with pathophysiological progression. Early-life exposure to cisplatin promotes, during adolescence, alterations in the vascular–immune interactions, demonstrated by increased PNS capillary endothelium permeability that aligns with enhanced macrophage adhesion, trafficking and penetration. This is similar to what has been reported in alternative rodent pain model systems. Following traumatic nerve injury early in life (7-10 days), inflammatory activation does not develop in the somatosensory nervous system until post weaning (∼21 days) (Vega-Avelaira et al., 2012, 2009). This is in contrast to that observed in adults, in which tissue inflammation is induced within less than 7 days. Importantly, this is accompanied by pain hypersensitivity. This is significant as pain hypersensitivity following a traumatic nerve injury does not develop until a delayed proinflammatory state is established within the somatosensory nervous system (McKelvey et al., 2015). These findings align with our observations of a delayed cisplatin-induced proinflammatory state that ensues during adolescence, when neuropathic pain is presented. Furthermore, cisplatin has been shown to drive M1 macrophage polarisation with the accompanying expression of proinflammatory mediators in adult chemotherapy-induced peripheral neuropathy (CIPN) (Starobova et al., 2020; Valentine et al., 2022). This is particularly pertinent as cisplatin-induced survivorship pain is associated with an increased infiltration of CD45 immunoreactivity, which is restricted to the DRG, depicting neuroinflammatory activation. Furthermore, infiltrating macrophages initiate a DRG microenvironment that is abundant with nociceptor-sensitising agents or inflammatory mediators (Guimarães et al., 2023). Exposing developing nociceptors to the secretome of cisplatin-treated macrophages led to nociceptor sensitisation, indicating that cisplatin activates macrophages to initiate nociceptor sensitisation and delayed pain in rodents via an inflammatory process.

### NGF-dependent induction of childhood cancer survivorship pain

Previously, early exposure to cisplatin led to alterations in the maturation of the developing nociceptors (Hathway et al., 2018). Cisplatin drives neural stress and damage exemplified by the induction of neurodegenerative processes that include diminished IENF innervation (Vencappa et al., 2015), with cisplatin-induced sensory neurotoxicity widely recognised in adult model systems (Ta et al., 2009; Vencappa et al., 2015). This sensory neurodegeneration has also been identified in rodent models of chemotherapy-induced childhood cancer pain (Schappacher et al., 2017). However, our previous work has demonstrated that, following a ‘washout’ period, a delayed cisplatin-induced survivorship pain develops in association with aberrant nociceptor growth following initial neurotoxicity and degeneration of nociceptor nerve terminals (Hathway et al., 2018). This regenerative capacity of nociceptors is supported by recent evidence that, following an initial lesion of the nociceptor, there is a pronounced recovery of nociceptor sensory afferent terminals (Gangadharan et al., 2022). However, this nociceptor recovery is accompanied by neuropathic pain phenotypes that were dependent upon CGRP nociceptors. Exaggerated abnormal IENF growth, particularly with CGRP-labelled nociceptors, has been widely established to align with the onset of chronic pain states. This has been associated in times of tissue inflammation such as during cancer (Bloom et al., 2011; Mantyh et al., 2010) and arthritic pain (Jimenez-Andrade and Mantyh, 2012). Cisplatin-induced aberrant growth of CGRP-positive nociceptor nerve terminals is dependent upon the proinflammatory environment in the PNS that accumulates during adolescence, with this being associated with elevated local levels of NGF. Inflammation and the local inflamed tissue environments promote hyperalgesia and nociceptor sensitisation through the release of several inflammatory mediators or nociceptor sensitisers (Pinho-Ribeiro et al., 2017). Cisplatin has been found to activate the immune system and plays a significant role in the mechanisms behind CIPN manifestation. Cisplatin-induced sensory neurotoxicity in the DRG leads to the recruitment of immune cells to the site of neurotoxicity and the release of proinflammatory mediators, such as chemokines and cytokines. As presented here, other studies have found that elevated levels of Il1β, Il6, TNFα and NGF are part of the inflammatory response associated with CIPN (Valentine et al., 2022). In this study, we have only focussed upon NGF contributions; however, as mentioned, other inflammatory mediators may also have a significant contribution to cisplatin-induced pain and this warrants further exploration. In addition, it must be noted that fundamental to the efficient function of the PNS are the supporting glial and inflammatory cell types that support metabolic demands to accommodate functional outputs to support sensory neuronal function (van der Vlist et al., 2022). Additionally, neurosurvival or neuroregenerative capabilities are promoted through engaging with inflammatory mediators such as NGF (Hayakawa et al., 1998), and this NGF-dependent neuroregenerative capacity has previously been shown to prevent pain (Aloe et al., 2012; Ramer et al., 2000).

As previously outlined, the neuroinflammatory process is fundamental to the development of chronic pain in adults as well as in children. There are numerous factors that influence the developmental trajectory of nociceptors and hardwiring of specialised nerve endings in the skin, with NGF as a primary modulator. NGF coordinates and establishes IENFs during development, with fluctuations in elevated NGF expression occurring during different stages. During the embryonic phase, sensory afferent terminals begin to innervate the epidermis/dermis, with IENF hardwiring establishing at 3 weeks of age aligning with peaks in NGF expression (Constantinou et al., 1994). However, surgical intervention (Constantinou et al., 1994) and induction of local tissue inflammation (Bull et al., 1998; Woolf et al., 1994) within the first week of life induces elevations in NGF expression. This is associated with neurogenesis of sensory afferent terminals depicted through elevated levels of neuritogenesis-inducing proteins such as growth-associated protein 43 (GAP43), increasing nociceptor skin innervation (Leslie et al., 1995). Here, we show that increased NGF abundance in the PNS post cisplatin treatment is associated with infiltrating macrophages and presentation of neuropathic pain. The upregulation of NGF is thought to stimulate the hyperexcitability and sensitisation of peripheral nociceptive neurons that cause the perceived pain sensation in patients with CIPN. The DRG are particularly vulnerable to inflammatory damage and accumulation of platinum-based chemotherapy due to a highly permeable protective barrier (Jimenez-Andrade et al., 2008). There have been extensive studies regarding peripheral sensitisation by varying inflammatory mediators in response to injury, including the role of NGF–TrkA signalling in the pathophysiology of peripheral sensory neuropathy. NGF is associated with nociceptor-mediated hyperalgesia and long-term nociceptor sensitisation, through hyperalgesic priming (Ferrari et al., 2010) and unmasking of silent nociceptors (Prato et al., 2017) – neural processes that lead to long-term maladaptation of the nociceptor. This indicates that alterations in NGF handling is integral to the manifestation of neuropathic pain states. As NGF–TrkA signalling has been established as a key mediator in the development of neuropathic pain, inhibition of this pathway appears as an attractive target as a novel analgesic therapy. Previous work has demonstrated that early-life treatment with cisplatin alters the maturation of nociceptors, resulting in an increase in TrkA-positive neurons (Hardowar et al., 2024; Hathway et al., 2018). Importantly, patients treated with cisplatin have been reported to have elevated serum NGF concentrations (Velasco et al., 2017), highlighting the NGF–TrkA signalling axis as a potential mediator of cisplatin-induced neuropathic pain. Here, we also demonstrate that suppression of NGF-dependent signalling prevents cisplatin-induced nociceptor sensitisation and survivorship pain.

Our findings establish NGF-dependent modulation of cisplatin-induced DRG nociceptor sensitisation and consequent development of chronic pain states. The results from this study indicate that cisplatin treatment exacerbates NGF-mediated nociceptor sensitisation and initiates chemotherapy-induced pain in adult survivors of childhood cancer. Furthermore, these findings demonstrate the clinical relevance of developing an antibody-based novel analgesic to inhibit NGF-mediated nociceptor signalling, to treat the painful symptoms of chemotherapy induced peripheral neuropathy in childhood survivors of cancer.

## MATERIALS AND METHODS

### Ethical approval and animals used

All experimental studies involving animals were performed following consultation with the local Animal Welfare and Ethics Review Board at Nottingham Trent University and in accordance with the UK Home Office Animals (Scientific procedures) Act 1986 and ARRIVE guidelines. Animals had *ad libitum* access to standard chow and were housed under 12 h:12 h light:dark conditions.

### Induction of cisplatin-induced neuropathic pain and administration of pharmacological agents

Neonatal Wistar rats were administered either vehicle (phosphate-buffered saline; PBS) or cisplatin (Sigma-Aldrich; 0.3 mg/kg) via intraperitoneal injection delivered on two occasions, P14 and P16, and were randomly allocated to experimental groups. All rats were weaned no later than 22 days and group housed according to gender. Male and female Wistar rats were used in all outlined studies presented in this article, including nociceptive behavioural assays and immunofluorescence analyses, with animal number outlined in the figure legends. Body weight was monitored regularly throughout the study, with no observed reductions in body weight identified. Cisplatin did not cause any compromise to animal health and no rat was culled or removed from the study. All data from all studies have been included in this study.

### Nociceptive behaviour

All rats were habituated to the testing environment prior to nociceptive behavioural experimentation (Da Vitoria Lobo et al., 2022; Drake et al., 2021). Mechanical withdrawal thresholds were acquired following application of von Frey (vF) hairs to the plantar surface of the hindpaw. Withdrawal thresholds were calculated following application of differing vF filaments of increasing force, with each vF filament applied a total of five times to the plantar surface of the hindpaw. Force response withdrawal curves were generated, and mechanical withdrawal thresholds were determined as the mechanically applied force to elicit 50% of nociceptive withdrawals. The Hargreaves test was performed to determine heat nociceptive withdrawal latency (Hargreaves et al., 1988). A radiant heat source was applied to the plantar surface of the hindpaw. The duration (latency) between onset of stimulus to the rats withdrawing their paws was recorded as the withdrawal latency. This was measured three times, and the mean latency was calculated for both hindpaws.

### Drug delivery

NGF 2.5S (NGF, Alomone) was administered at a concentration of 1 μM to rats via a 20 μl subcutaneous injection under recovery anaesthesia (∼2% isoflurane in O_2_). In some instances, the NGF-neutralising antibody (goat anti-NGF, Sigma-Aldrich, N8773) was administered via intraperitoneal (0.1 mg/kg) or subcutaneous (2 μg/ml) injection in PBS versus the IgG control antibody (Thermo Fisher Scientific, 02-6202).

### Immunofluorescence

Rats from each experimental group were terminally anaesthetised (Dolethal; intraperitoneal sodium pentobarbital, 200 mg/ml) and were transcardially perfused with PBS and subsequently with 4% paraformaldehyde (PFA; pH 7.4). Lumbar DRG and hindpaw plantar skin were extracted, submerged in PFA overnight and cryopreserved in 30% sucrose. Tissues were stored at −80°C until processing (Ved et al., 2018). Cryosections for DRG (8 µm thickness) and plantar skin (20 µm thickness) sections were acquired using a cryostat (Leica CM1860 UV) and collected onto SuperFrost Plus slides (VWR International). Slides were washed three times with PBS containing 0.2% Triton X-100 and then blocked with PBS containing 0.2% Triton X-100, 5% bovine serum albumin (BSA) and 10% foetal bovine serum (FBS) for 1 h at room temperature. Sections were incubated at 4°C for 72 h in blocking solution (5% BSA, 0.2% Triton X-100) containing the following primary antibodies and reagents: anti-CGRP (Sigma-Aldrich, C8198, 1:500), anti-CD45 (Abcam, ab10558, 1:400), anti-CD11b (Abcam, ab133357, 1:200), anti-NGF (Sigma-Aldrich, N8773, 1:100), guinea pig anti-NeuN (Synaptic Systems, 266 004, 1:100) and biotinylated IB_4_ (Sigma-Aldrich, L2140, 1:200). Sections were washed in PBS for 5 min three times. Secondary antibodies were subsequently applied to the tissue sections in PBS containing 0.2% Triton X-100 at room temperature for 2 h. CGRP immunoreactivity required an additional incubation step for 2 h at room temperature to incorporate anti-rabbit biotinylated IgG (The Jackson Laboratory, 711-067-003, 1:500), followed by incubation with streptavidin-conjugated Alexa Fluor 555 (Invitrogen, S32355, 1:1000). The secondary antibodies (1:1000) used were: Alexa Fluor 555-conjugated donkey anti-mouse (Abcam, ab150114), Alexa Fluor 555-conjugated donkey anti-rabbit (Abcam, ab15158) and Alexa Fluor 488-conjugated donkey anti-rabbit (Abcam, ab150073) IgGs. All antibodies have previously been validated by us (Da Vitoria Lobo et al., 2022; Hardowar et al., 2024) and performed alongside no-primary controls. Coverslips were mounted using VectaShield (Vector Laboratories, H1000) mounting medium. Sections were imaged using a Leica confocal microscope.

### Endothelial cell culture

HUVECs (PromoCell, C-12203) were cultured in endothelial growth supplement (Sigma-Aldrich, E2759) and plated in either six- or 24-well plates. For western blot analysis, 50,000 cells per well were seeded on six-well plates, and for immunofluorescence assays, 5000 cells per well were seeded in 24-well plate with ethanol-sterilised coverslips. Cells were left to grow until they reached 90% confluency and then treated with cisplatin (0, 1, 3 or 5 μg/ml) for 24 h. All reagents used were from Lonza.

Lumbar spinal cords were extracted from C57BL/6 mice. Isolated spinal cords were incubated in endothelial cell medium [consisting of M199 medium (Sigma-Aldrich), 60 mg/ml endothelial cell growth supplement (Sigma-Aldrich) and 50 μg/ml heparin (Sigma-Aldrich)] containing 1.25% collagenase (Sigma-Aldrich) for 30 min. The cell suspension was centrifuged (240 ***g***, 5 min) and the supernatant was removed. The cell pellet was resuspended, placed on top of a 15% BSA solution (Sigma-Aldrich) and centrifuged (1200 ***g***, 20 min). The subsequent cell pellet was resuspended in medium. Isolated spinal cord endothelial cells were plated on 1% gelatin coated six- or 24-well plates.

### Immunocytochemistry

Coverslips from 24-well plates were fixed with 1% PFA for 10 min, then washed three times with PBS containing 0.1% BSA, followed by one wash of PBS containing 0.1% Tween 20 and three more washes with PBS containing 0.1% BSA, and blocked using the blocking solution. Primary antibodies for VE-cadherin (Abcam, ab33168, 1:100) or ICAM1 (Santa Cruz Biotechnology, 1:200) were added and left overnight at 4°C. Three washes with PBS containing 0.1% BSA were performed after the primary antibody incubation. Secondary antibodies (Alexa Fluor 488- and 555-conjugated anti-rabbit IgGs) were added in a 1:500 dilution for 1 h at room temperature. Three more washes were performed, and the coverslips were carefully removed from the 24-well plate, placed onto SuperFrost slides (Sigma-Aldrich) and mounted with VectaShield mounting medium. Coverslips were sealed with nail polish. All images were taken using the LAS X software from Leica Microsystems for confocal microscopy (TCS SPE confocal microscope).

### Splenocyte adherence assay

Spleens were removed from adult C57BL/6 mice and were passed through a 40 μm strainer using RPMI 1640 medium (Invitrogen), penicillin-streptomycin (Sigma-Aldrich), 10% FBS (Invitrogen), L-glutamine (Invitrogen), sodium pyruvate solution (Sigma-Aldrich) and monothioglycerol (Sigma-Aldrich). Cells were incubated in Red Blood Cell Lysing Buffer (R7757, Sigma-Aldrich) prior to experimentation. Splenocytes were labelled with Vybrant Dil (Sigma-Aldrich, 468495) before incubation with cisplatin-treated HUVECs. Splenocytes in suspension were incubated at 37°C and 5% CO_2_ with 5 μl of Vybrant Dil solution per millilitre of suspension for 20 min. The medium was removed by centrifugation and the washing procedure was repeated twice. Splenocytes were incubated with cisplatin-treated HUVECs for 24 h in 24-well plates. The cells were then fixed with 1% PFA for 10 min and subsequently washed five times with PBS. Coverslips were removed from the plate, placed onto SuperFrost slides using Vectashield mounting medium and finally sealed with nail polish for confocal microscopy imaging.

### Flow cytometry of mouse splenocytes

Spleens were removed from adult C57BL/6 mice and passed through a 40 μm strainer using RPMI 1640 medium (Invitrogen), penicillin-streptomycin (Sigma-Aldrich), 10% FBS (Invitrogen), L-glutamine (Invitrogen), sodium pyruvate solution (Sigma-Aldrich) and monothioglycerol (Sigma-Aldrich). Cells were incubated in Red Blood Cell Lysing Buffer (R7757, Sigma-Aldrich) prior to cell culture. Splenocytes were treated with either vehicle or cisplatin (5mg/ml) for 24 h. Following this, the cells were fixed with 4% paraformaldehyde and permeabilised with 0.4% Triton X-100 in PBS. Cells were incubated in either conjugated antibodies CD11b-APC (1:100; BioLegend, San Diego, CA, USA) or F4/80-PE (1:100; Biolegend)] in combination with NGF antibody (goat anti NGF, Sigma-Aldrich, N8773) and left overnight. The cells were then washed in PBS, and secondary antibody anti-goat Alexa Fluor 488 was added (1:1000, Thermo Fisher Scientific, A-11055). Samples were analysed on a MoFlo analyser.

### Western blotting

Proteins from cisplatin-treated HUVECs were extracted using RIPA buffer (Thermo Fisher Scientific) with 1× protease inhibitor cocktail (Thermo Fisher Scientific, 78440). Protein lysates was equally loaded onto 10% Precast gels (Bio-Rad), with 50 μg protein per well. Membranes were blocked with TBS containing 1% BSA and 0.1% Tween 20 for 1 h at 4°C. Primary antibodies were incubated overnight at 4°C in a 1:200 dilution for ICAM1 (Santa Cruz Biotechnology, sc-7891), β-actin (Santa Cruz Biotechnology, sc-1616) and VE-cadherin (Abcam, ab33168, 1:100). Three washes with TBS containing 0.1% Tween 20 (TBST) were performed after the incubation. Secondary LI-COR antibodies were incubated in a 1:5000 dilution for 1 h at room temperature. Five final washes with TBST were performed, and membranes were then analysed with the LI-COR Odyssey imager.

### Splenocytes and NGF protein quantification

Protein lysate samples were extracted from mouse splenocytes. Splenocytes were plated into six-well plates for 24 h prior to cisplatin (5 µg/ml) treatment. Cells were lysed using RIPA buffer (Sigma-Aldrich) containing protease/phosphatase inhibitor cocktail (Cell Signaling Technology). Equal protein lysate concentrations (40 μg per well) were loaded on a 4-20% precast Mini-Protean gradient TGX gel (Bio-Rad). Proteins were separated by SDS-PAGE and transferred to PVDF membranes using a Trans-blot turbo transfer system (Bio-Rad). Membranes were incubated in 5% BSA in TBST for 1 h at room temperature. Primary antibodies were incubated overnight at 4°C [anti-NGF (goat, Sigma-Aldrich, N8773), CD45 (Abcam, ab10558, 1:400), β-actin (rabbit, Santa Cruz Biotechnology, sc-1616, 1:100)]. Membranes were then incubated in secondary antibodies [LI-COR donkey anti-rabbit, anti-goat and anti-mouse antibodies, 1:10,000] in TBST containing 1% BSA. Membranes were then washed three times with TBST and visualised on the LI-COR Odyssey Fc imager.

### Primary DRG sensory neuronal cell culture

Prior to dissection, 75 μl per well of poly-L-lysine was added to 96-well plates and incubated overnight. The wells were washed with PBS, left to dry, then 100 μl of 5 μg/ml laminin in PBS was added to each well. DRG were extracted from C57BL/6 mouse pups aged between P0 and P7 (five pups per culture) and collected in Ham's F-12 medium (Thermo Fisher Scientific), 3% BSA, penicillin/streptomycin and N-2 supplement (Thermo Fisher Scientific). Enzymatic digestion was performed using collagenase type IX (Sigma-Aldrich), with DRGs incubated for 2 h. This cell suspension was mechanically triturated using a 1 ml pipette tip to ensure the complete dissociation of the neurons, with 1 ml of the cell suspension added to each of two 15% BSA cushions (1 ml Ham's F12 medium and 1 ml 30% BSA) in 15 ml falcon tubes and centrifuged at 1200 ***g*** for 8 min. The supernatants containing the cell debris, BSA and medium were aspirated, and the cell pellets containing the neurons were resuspended in 1 ml of medium. DRG sensory neurons were seeded at a concentration of 2000 cells per well.

### DRG sensory neuronal calcium assay

*In vitro* DRG sensory neuronal intracellular calcium assay was performed as previously described (Bestall et al., 2018; Hulse et al., 2014). NGF (Alomone) and capsaicin (Sigma-Aldrich) were added at final concentrations of 1 nM and 1 μM, respectively, 24 h prior to imaging. For the cisplatin treatments with NGF and the NGF-neutralising antibody, all treatment groups were treated with 5 μg/ml cisplatin made up in supplemented F12 medium 1 week prior to imaging, with the medium replaced with fresh medium 24 h later (6 days prior to calcium assay). We used the Fluo-4 calcium indicator (Thermo Fisher Scientific), which has been previously used to investigate neuron calcium handling (Higham et al., 2024). DRG sensory neurons were loaded with 100 μl per well of Fluo-4 cell permeant in medium containing 5% pluronic acid and incubated for 1 h. Capsaicin-evoked activity was measured by the Infinite M Plex plate reader (Thermo Fisher Scientific). The fluorescence response per well was measured at 10 s intervals over a 200 s period. Prior to imaging, the plate reader was set to measure at 37°C to reflect physiological temperatures. The wavelength settings were selected based on the manufacturer’s specifications (488 nm excitation and 516 nm emission), with the gain set to 185. Baseline fluorescence readings were taken prior to the administration of capsaicin treatment. Baseline recordings were at t=0. Following this, capsaicin was added to induce intracellular calcium influx with all subsequent timepoint readings post t=0 expressed as a fold change over baseline to reflect capsaicin-induced responses.

### Gene expression analysis using RNA sequencing

Two to five lumbar DRGs were extracted and pooled from age-matched vehicle-treated and cisplatin-treated rats at P23, the timepoint at which CINP was induced and maintained. RNA sequencing was performed by Novogene. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand of cDNA was synthesised using random hexamer primers, followed by second-strand cDNA synthesis using either dUTP for directional library or dTTP for non-directional library. The non-directional library was ready after end repair, A-tailing, adapter ligation, size selection, amplification and purification. The directional library was ready after end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification and purification. The library was checked with a Qubit fluorometer and real-time PCR for quantification and on a Bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced by Novogene using the Illumina NovaSeq PE150 platform, a paired-end sequencing technology with 150-bp read length. Raw reads were first cleared of adaptor sequences. At the same time, Q20, Q30 and GC content was calculated. All the downstream analyses were based on the clean data with high quality. Clean reads were mapped against the rat reference genome (ensemble_rattus_norvegicus_rnor_6_0_gca_000001895_4) using read aligner HISAT2 (v2.0.5). Mapped reads were assembled into transcripts or genes using StringTie software (v1.3.3b). Differential gene expression analysis was performed on raw counts using the R statistical package DESeq2 (v1.20.0). Genes with a >1.5-fold increase in expression [fold change (FC)≥1.5] and *P*<0.05 were considered significantly upregulated, and genes with a >1.5-fold decrease in expression (FC≤1.5) and *P*<0.05 were considered significantly downregulated. Non-coding genes were filtered out of the analyses. Gene enrichment pathway analysis was performed using STRING with the most abundant biological processes and molecular function highlighted, and a false discovery rate of <0.05 applied to adjusted *P*-values*.*

### Statistical analysis

All data are represented as mean±s.e.m. unless otherwise stated. Data were acquired and quantified using Microsoft Excel 2010, ImageJ (https://imagej.net/) (Schindelin et al., 2012; Schneider et al., 2012) and Graphpad Prism 8. Sample sizes were concluded via *a priori* sample size calculations. Raw Ca^2+^ response values obtained were collated and background fluorescence removed by subtracting the smallest measured fluorescence value from each value in the dataset. These new values were normalised by dividing by the fluorescence value obtained prior to capsaicin addition as a control, to determine the fold response over basal levels. For the capsaicin dose-response, a two-way ANOVA was used to determine the treatment effect over time at different concentrations. For all other datasets, the effects of different treatments on the Ca^2+^ neuronal response were compared by area under the curve analysis using two-tailed unpaired Student’s *t*-test, and one-way ANOVA tests with Bonferroni test were used depending on the data retrieved from each experiment. For immunoreactivity/immunohistochemistry studies, a minimum of four images per animal were acquired and the presented data are average of these values per animal. The immunoreactivity for CD45 was determined in the identified region of interest. Nociceptive behavioural assays were determined using one-way ANOVA with Bonferroni test. Immunohistological analysis used two-tailed unpaired *t*-tests or one-way ANOVA with Bonferroni test.

## Supplementary Material

10.1242/dmm.052062_sup1 Supplementary information

# Supplementary material for: Early-life cisplatin exposure induces neuroinflammation and chemotherapy-induced neuropathic pain
**Source:** Dis Model Mech. 2024 Nov 27;17(11):dmm052062. doi: 10.1242/dmm.052062
**Supplement:** Supplementary information

**A** Molecular Function Pathway - Receptor ligand activity

| Gene name | Log2FC     | Gene name | Log2FC     |
|-----------|------------|-----------|------------|
| Ins16     | 4.07146893 | Cxcl11    | 1.55900492 |
| Gcg       | 3.93421873 | Tslp      | 1.47231809 |
| Bmp8a     | 3.85542702 | Gh1       | 1.43383025 |
| Il19      | 3.75390534 | Il17f     | 1.42443715 |
| Thpo      | 3.64762055 | Vip       | 1.41713437 |
| Il12b     | 3.59650107 | Ucn2      | 1.39499553 |
| Tnfsf11   | 3.14808768 | Ltb       | 1.34942631 |
| Pyy       | 3.14135701 | Cd2       | 1.32515251 |
| Cd20      | 2.86512154 | Ctsq      | 1.29408357 |
| Cd5       | 2.8190868  | Wnt2      | 1.2372417  |
| Tshb      | 2.36691956 | Il24      | 1.16902647 |
| Gdnf      | 2.34428717 | Sfrp2     | 1.16384063 |
| Cd21      | 2.04494447 | Tnfsf4    | 1.12601266 |
| Gast      | 2.04084269 | Cxcl13    | 1.08921817 |
| Ntf4      | 2.01126939 | Cd3       | 1.08921817 |
| Ccl1      | 2.00514869 | Nppb      | 1.04477467 |
| Mif       | 1.62980637 | Cxcl9     | 1.01225919 |
| Cxcl2     | 1.59969785 | Ccl7      | 1.00888988 |
| Colec10   | 1.56096296 | Nrf       | 1.001284   |
| Cxcl1     | 1.55900492 |           |            |

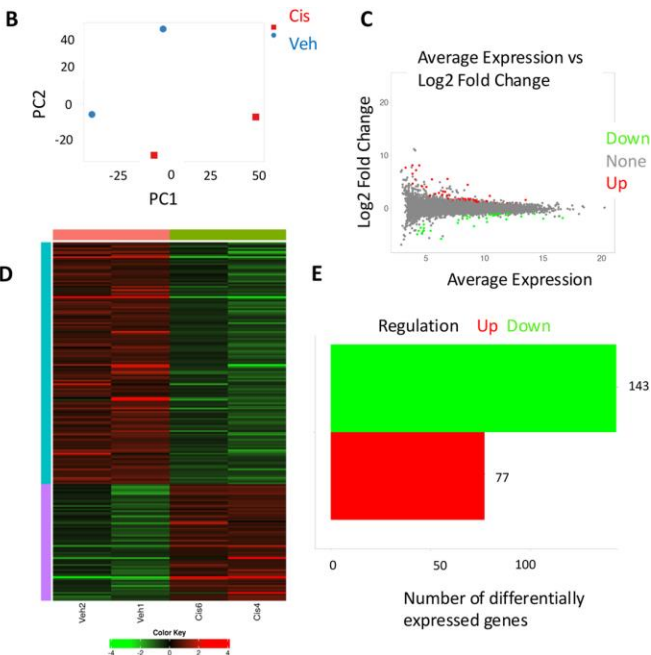

**Fig. S1. Transcriptomic analysis of genes regulated by cisplatin in DRGs.** Wister-Hans rats were treated with 0.3mg/kg cisplatin or saline (control) on days 14 and 16 postnatal. On P23 timepoint of pain development DRGs were isolated and mRNA extracted, and transcripts assessed using DESeq2 workflow. [A] Cisplatin induced a number of proinflammatory mediators including NGF in the DRG as indicated by the molecular function pathway analysis. [B] Shows Principal Component Analysis (PCA) plot for all genes, [C] MA scatter plot depicting all normalised genes with significantly upregulated genes shown in red and down regulated genes shown in blue. [D] Represents a heat map of all significantly expressed genes vehicle vs cisplatin treatment and [E] Is a bar chart detailing significantly upregulated and down regulated genes with protein coding genes listed below. Experimental n=2, Significantly expressed genes were determined using a fold change cut off  $\geq 1.5$  and P value of 0.05 with 0.05 FDR (Benjamini-Hochberg).

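The list of mediators in Fig. S1A names 39 genes, 7 of which were read from names spelled differently in the extracted text. Of these, 38 had any count. In edgeR's fit without a filter on low counts, 29 were higher and 9 lower in cisplatin-treated rats, and with the replicate block 29 were higher. The paper drew up this list as higher after cisplatin from these same libraries. Agreement in direction, also among the genes kept by the filter, is therefore not independent support. The 9 lower genes had counts in vehicle-treated libraries and 0 in both cisplatin-treated libraries. Depth limits most of the list: of the genes with any count, 22 had fewer than 20 counts in the 4 libraries together, and 13 had at most 3 counts in every library. The filter kept 11 of the 39 genes, all of them higher after cisplatin. None of these was called by edgeR without a block or by DESeq2, with 4 at an unadjusted p under 0.05 in edgeR, and 5 were called by edgeR with the block, or 2 with the block and the gene length correction. In 17 genes both cisplatin-treated libraries had more counts than both vehicle-treated libraries.
Ccl21 (ENSRNOG00000034290) had 73 and 8 counts in vehicle-treated and 315 and 31 counts in cisplatin-treated rats, so that the groups overlapped. Its log2 fold change was 2.01 (standard error 1.20, adjusted p = 0.598 from edgeR), and with the block 2.01 (standard error 0.34, adjusted p = 0.00334 from edgeR). With cisplatin replicate 1 left out it fell to -0.34. That fit leaves vehicle replicate 1 without its same-numbered library. Ccl21 was higher after cisplatin in both same-numbered pairs, at 2.92 against 12.4 CPM and 0.406 against 1.32 CPM. The fall therefore cannot be told apart from the difference between replicate numbers, and the pairing itself rests on the sample titles. Nppb (ENSRNOG00000008141) had 61 and 30 counts against 139 and 63, with a log2 fold change of 1.03 (adjusted p = 0.539 from edgeR, and 0.047 with the block). With 1 library left out, the log2 fold change of Nppb ranged from 0.43, without cisplatin replicate 1, to 1.46, without cisplatin replicate 2. Gast was higher, with 3 and 1 counts in vehicle-treated and 7 and 10 in cisplatin-treated rats. Its cisplatin mean was 2.57-fold the floor of 3 counts. Ntf4 was lower, with 8 and 7 counts in vehicle-treated and 0 in cisplatin-treated rats, and its vehicle mean was 2.75-fold the floor. These ratios leave out the counting error of the larger counts. In edgeR's fit without the filter, the unadjusted p was 0.0615 for Gast and 0.0212 for Ntf4, and the adjusted p 0.578 for both.

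**Figure D3:**
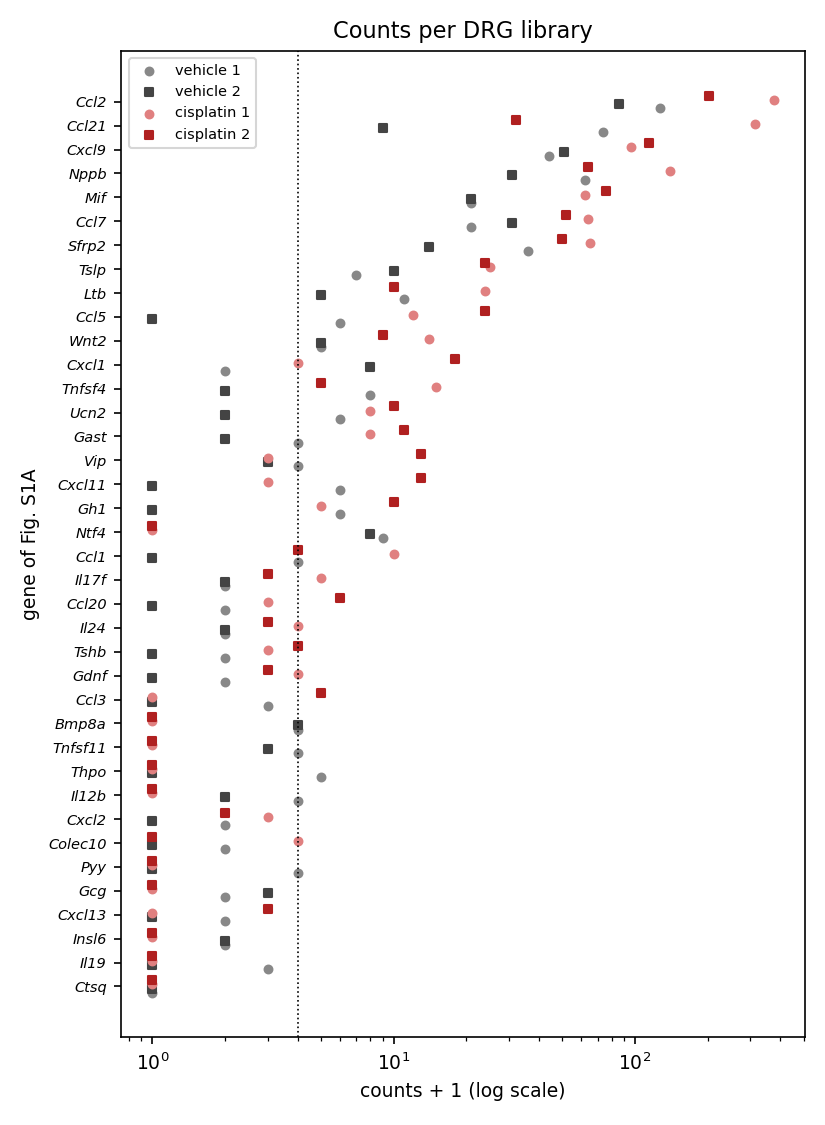
Counts plus 1, on a log scale, of genes of Fig. S1A in the 2 vehicle-treated (grey) and 2 cisplatin-treated (red) libraries, with a dotted line at the floor of 3 counts. No library lies above the line in 13 genes with counts and in Ctsq, which has none, and Ccl2 has the most counts.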

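In a principal component analysis of log2 CPM (prior count 2) over the genes tested, PC1 held 47.7%, PC2 37.6% and PC3 14.7% of the variance. PC1 did not separate the treatments: vehicle replicates 1 and 2 lay at -1.28 and -45.4, and cisplatin replicates 1 and 2 at 53.5 and -6.89. On PC2 the vehicle-treated libraries lay at -50.9 and 6.95, and the cisplatin-treated libraries at 9.15 and 34.7. The libraries nearest to each other were vehicle replicate 2 and cisplatin replicate 2, with a root-mean-square difference of 0.556 in log2 CPM. That difference was 0.662 between the vehicle-treated and 0.638 between the cisplatin-treated libraries. The share of PC1 moved most with the 500 most variable genes, to 43.2%. The median log2 fold change of all genes tested was -0.01 with TMM and -0.06 with library size alone.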

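For 41.8% of the 14719 genes tested, both cisplatin-treated libraries lay on the same side of both vehicle-treated libraries, where chance gives 33.3% for 2 against 2. They lay above in 3038 genes and below in 3119. The filter on low counts kept 96 of the genes called by DESeq2. In 35 of these the cisplatin-treated libraries were both above, and in 61 both below, a separation that the choice of these genes on the same libraries largely sets in advance. With the replicate block and a correction for gene length chosen after seeing the data, edgeR called 277 genes higher and 805 lower.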

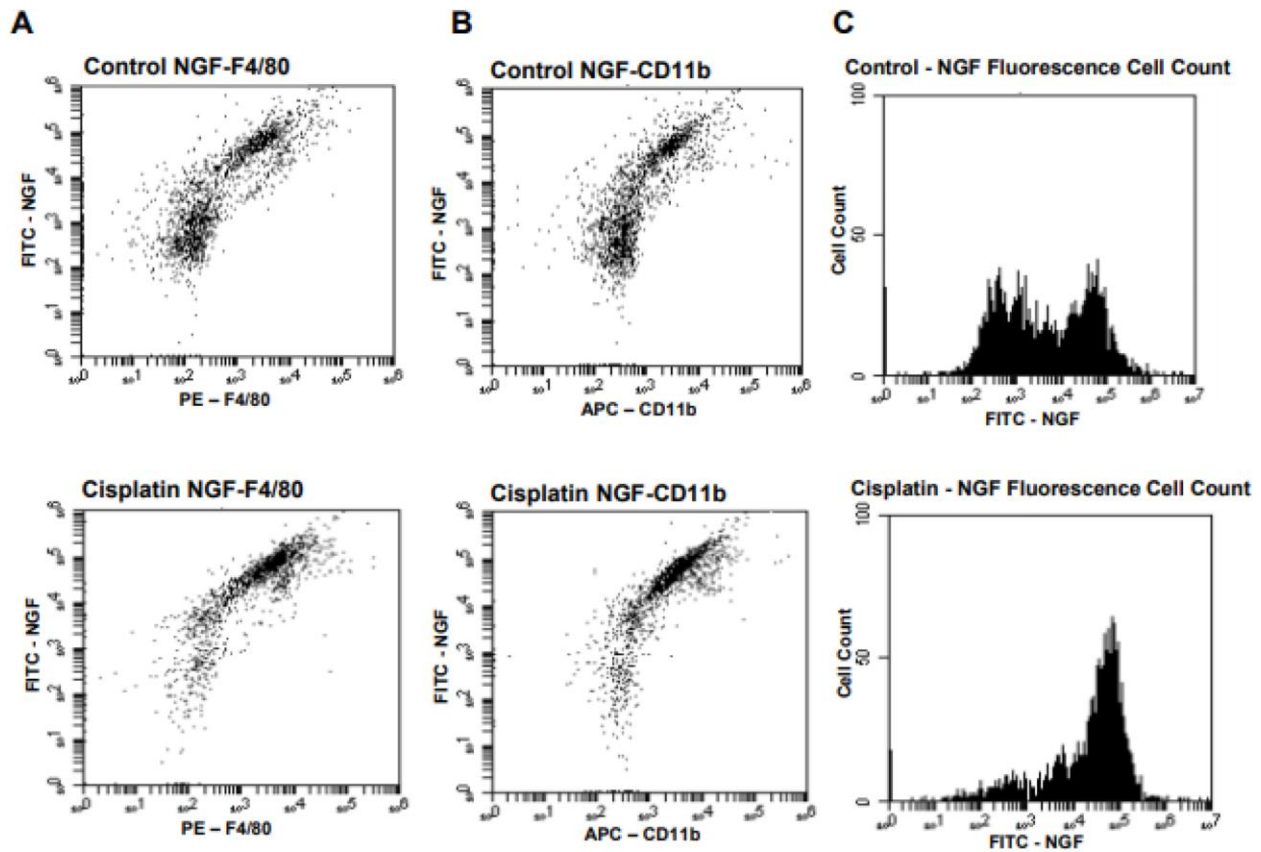

**Fig. S2. Cisplatin induced NGF expression in macrophages.** [A-C] Flow cytometry was used to measure expression of NGF in in F480 and CD11b positive immune cells following control (top) and cisplatin (bottom). Isolated mouse splenocytes treated with either vehicle or cisplatin for 24hrs led to increased NGF mean fluorescence intensity following cisplatin treatment (Unpaired t Test, \*\*\*  $p < 0.001$ ,  $n = 5$  per group).

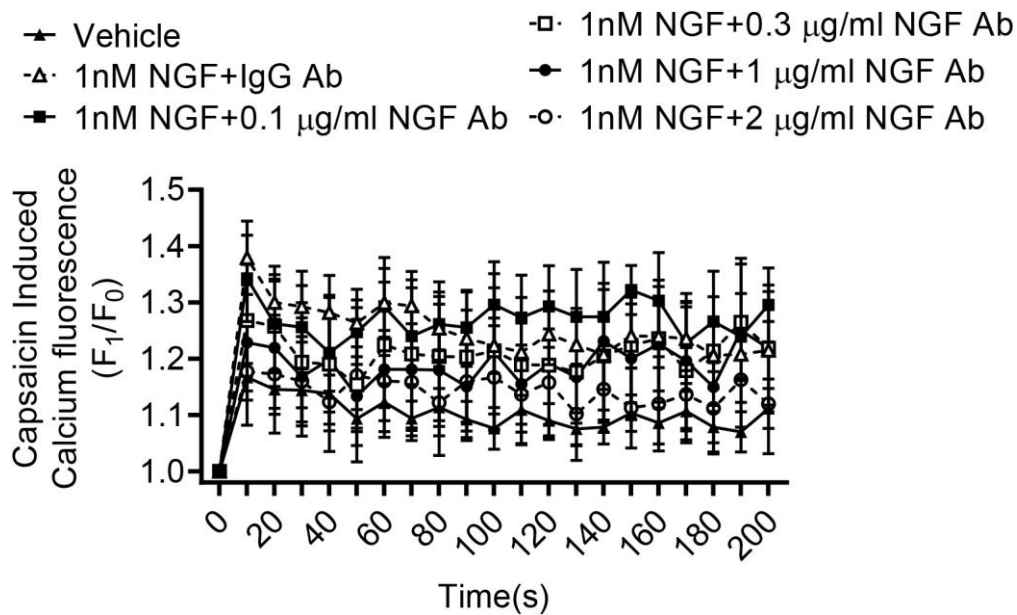

**Fig. S3. Neutralising antibody suppression in NGF induced nociceptor sensitisation and aberrant growth.** Timelines of capsaicin induced intracellular calcium fluorescence of all concentrations of NGF Ab introduced in isolated DRG primary sensory neuronal cell cultures, NGF induced increase capsaicin mediated intracellular calcium influx, which was suppressed in a concentration dependent manner with increasing concentrations of NGF neutralising antibody (n=16).

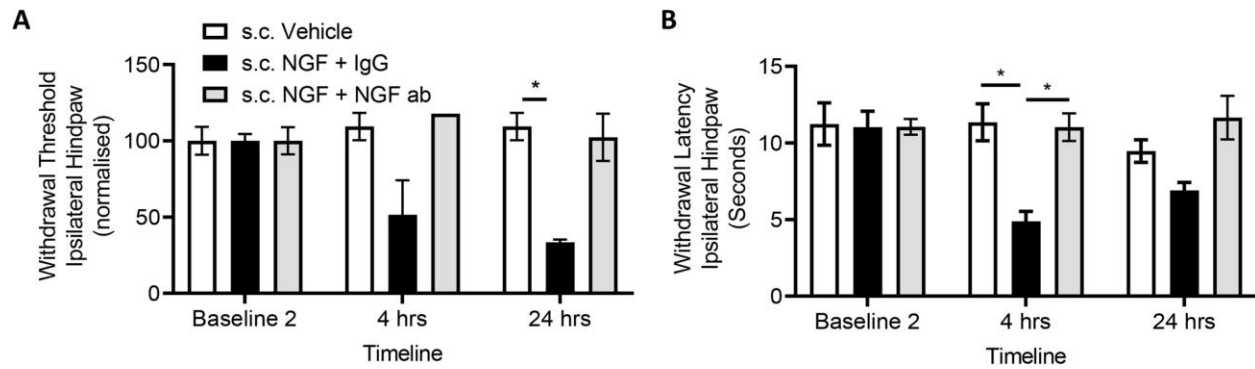

**Fig. S4. NGF-induced mechanical and thermal hypersensitivity are prevented by inhibiting NGF/TrkA signalling.** Wistar Hans rats were injected with either PBS (white), NGF, black) or NGF along with a NGF ab (grey). NGF was administered in all cases via intraplantar injection. NGF induced both mechanical [A] and thermal [B] hypersensitivity within 4 hours, with intraperitoneal injection of NGF ab preventing NGF induced pain. [C&D] Contralateral sensitization was observed following NGF administration with regards to mechanical hypersensitization. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$ , one-way ANOVA (Kruskal-Wallis test) compared to the NGF treated group. For experiment 1,  $n=6$  for all groups; for experiment 2,  $n=6$  for control and  $n=8$  for both NGF and NGF+NGFab groups. Error bars are mean+SEM.

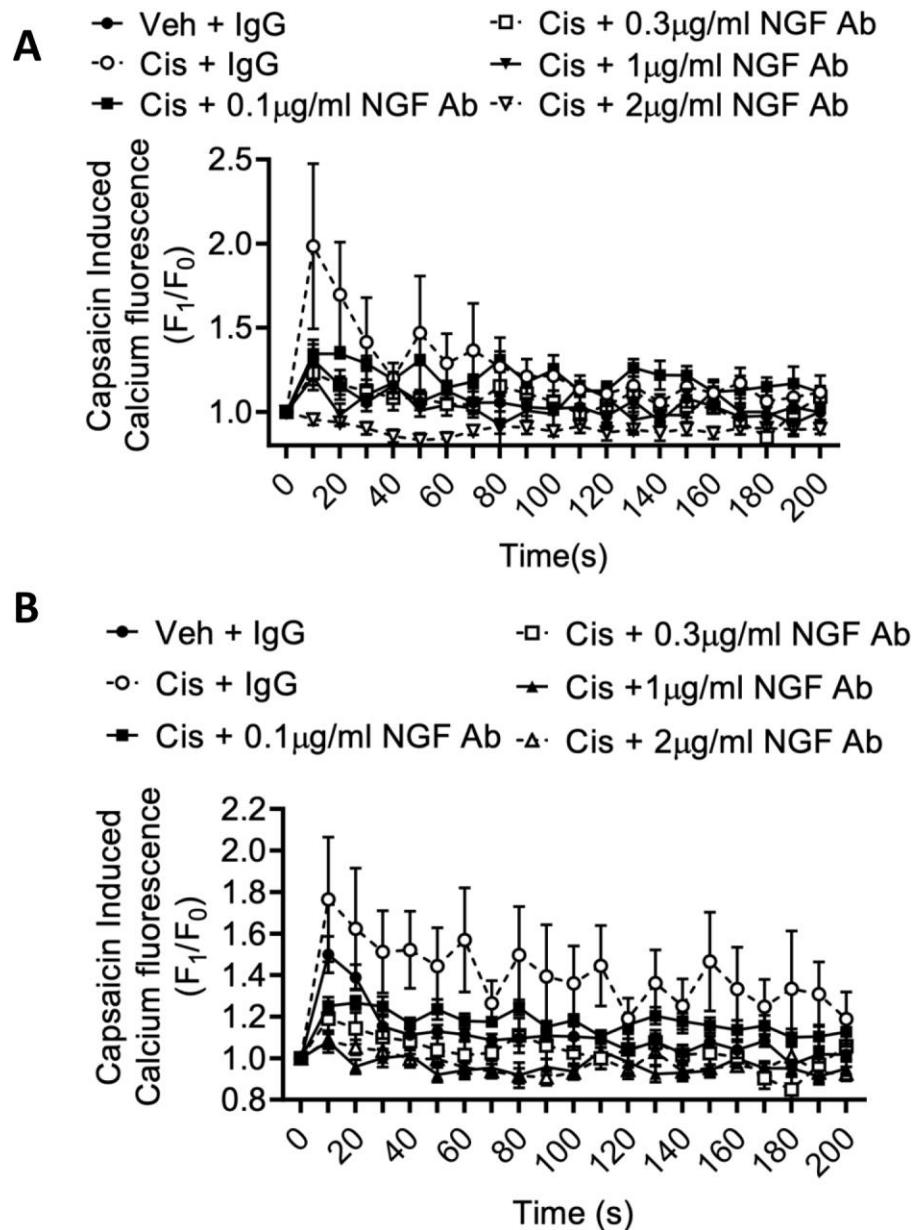

**Fig. S5. Cisplatin induced proinflammatory mediated nociceptor sensitisation is NGF dependent [A].** Timelines of capsaicin induced intracellular calcium fluorescence of all concentrations of NGF Ab introduced in isolated DRG neurons following 24hr treatment of with 5 $\mu$ g/mL cisplatin 1 week prior to NGF treatment increased TRPV1 activity when compared to vehicle. NGF neutralising antibody diminished capsaicin induced TRPV1 mediated nociceptor activity. [B] Conditioned media from cisplatin treated mouse splenocytes led to increased capsaicin evoked DRG nociceptor activity compared vehicle treated conditioned media from mouse splenocytes, which was diminished with increasing concentrations NGF neutralising antibody.

How the deposited data were processed for this re-analysis (not part of the article)

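Whole lumbar DRGs of vehicle-treated and cisplatin-treated rats were measured by RNA sequencing, with 2 libraries per group. The authors trimmed the reads, mapped them with HISAT2 to the Ensembl Rnor_6.0 rat genome and assembled transcripts with StringTie, and they deposited raw counts per gene for each library. The paper's text does not name the counting tool or whether strand was used, so genes that overlap or have near-identical copies are uncertain. The authors also deposited FPKM values. In each library these equal the count divided by gene length and by a single constant. All columns of both tables were used, and coordinates are those of the deposited tables.

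Samples were assigned to treatment and replicate number from their labels. The pairing comes from the titles of those labels, which number the rats 1 and 2 in each group; same-numbered libraries are different rats. The library names, also in the labels, number the vehicle-treated libraries 1 and 2 but the cisplatin-treated libraries 4 and 6, so the pairing rests on the titles alone. The labels give 16 days after treatment and the paper P23. The sex of the rats behind each library is not stated in the paper's text.

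Protein-coding genes were taken from the biotype in the deposited tables, and edgeR's filterByExpr kept 14719 of 22293. Counts were normalised with TMM, with factors of 1.10, 0.941, 1.03 and 0.938, and compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, in R 4.3.3) without a block. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, as in the legend of Fig. S1. Standard errors were derived from the log2 fold change and the F statistic. CPM values are group means with SD. DESeq2 1.42.0 was run on the same counts; it gives no adjusted p to genes removed by its independent filtering. Gene sets were tested two-sided with limma 3.58.1 (camera, with an inter-gene correlation of 0.01, and fry), and FPKM values with limma on log2(FPKM + 1) and log2(FPKM + 0.1). On that scale the change of low genes is understated. Principal components used log2 CPM with a prior count of 2. A floor of 3 counts set the smallest level, 0.119 to 0.143 CPM across libraries. It covers counting error only, and reads without molecular identifiers are not independent molecules.

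The sample assignment, the tests, the gene sets and most alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors, library size alone, no filter, at least 10 counts in every library, all gene biotypes, the earlier form of the quasi-likelihood fit, DESeq2, unadjusted p, FPKM, the replicate block and leaving out each library in turn. The gene length correction, the crossed pairing, DESeq2 with the block and library size alone without the filter were chosen after seeing the data. The length correction used a lowess curve of span 0.3 per library as an offset. Genes were named if the paper names them, if they were among the called genes with the smallest p and non-overlapping groups, if they were called members of a set, or if they were sex-linked. Ptgds, mitochondrially encoded genes, ribosomal protein genes, copies of called genes and tissue markers outside that rule were chosen after their values were seen.

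The tests were tested on simulated data with 14719 genes, of which 200 were changed 4-fold. Without a replicate effect, edgeR recovered 180 with 6 false calls, edgeR with the block 177 with 6, and DESeq2 167 with 7. With a replicate effect taken from the libraries themselves, which includes their sampling noise, edgeR recovered 0, edgeR with the block 199 with 5 false calls, and DESeq2 165 with 0. With no gene changed, each test made 0 calls. The simulated replicate effect followed the same replicate numbers that the block removes, and all genes shared a common dispersion. The simulation therefore tests neither whether the pairing is right nor how many of the block's calls in the data are false. The length correction brought Spearman's rho between fold change and length from -0.476 to -0.0137. limma's camera test gave p = 1.96e-11 for a shifted set and 0.437 for an unshifted set of 50 genes each. A rat genome of the build was not used here. Results for some single genes are not reported here.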

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

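Of the tests below, those on gene length for Ptgds and the ribosomal protein genes were set before their outcome was seen, and the others were chosen only after the result was seen.

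All 13 mitochondrially encoded protein-coding genes, which the paper does not discuss, were higher after cisplatin, with a median log2 fold change of 1.20 (adjusted p = 1.76e-18 from limma's camera). The median was 1.21 with DESeq2's size factors, 1.19 with library size alone and 1.27 with the replicate block. They took 1.46% and 2.52% of the counts in the vehicle-treated and 5.38% and 4.68% in the cisplatin-treated libraries. When the inter-gene correlation was estimated from the libraries, the adjusted p was 0.17, so the shift is not past the threshold under every form of the test. Gene length does not account for it, since the median was 1.07 with the length correction. A change in mitochondrial transcripts after cisplatin may be a biological effect, but this is a hypothesis. RNA quality and tissue dissection were not tested, and with 2 libraries per group they cannot be told apart from treatment.

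The 83 ribosomal protein genes had a median log2 fold change of 0.51, with 73 higher (adjusted p = 1.35e-16 from limma's camera, 0.26 with the estimated inter-gene correlation). The median was 0.51 with DESeq2's size factors and with the block, and 0.46 with library size alone. The length correction lowered the median to 0.23 (adjusted p = 3.52e-06 from limma's camera). Length may therefore account for part of the shift but not for all of it. Reads shared with copies of these genes were not tested.

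Ptgds (ENSRNOG00000015550) was the gene outside the paper's lists singled out here. It had 2075 and 1460 counts in the vehicle-treated and 8085 and 8016 in the cisplatin-treated libraries, a log2 fold change of 2.07 (standard error 0.20, adjusted p = 0.216 from edgeR). With the block the adjusted p was 2.84e-06, and with DESeq2 it was 2.74e-13. Ptgds is a marker of meninges, and more of that tissue in the cisplatin-treated libraries might raise it. The median of the other 9 fibroblast and meninges markers was -0.26, but 2 of them were higher, Dcn at 0.06 and Slc6a13, also a marker of meninges, at 0.64 (256 and 142 counts in the vehicle-treated and 284 and 378 in the cisplatin-treated libraries). None of these markers rose as much as Ptgds, but most of them are general fibroblast genes, so they do not settle whether a larger share of meninges accounts for its rise. With the length correction the value was 1.82. An effect of cisplatin on Ptgds remains a hypothesis.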

How the results depend on the processing

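All tests of the processing in this part that use gene length, the crossed pairing, DESeq2 with a block or library size alone without the filter were chosen only after the result was seen.

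The number of called genes depended most on the replicate block. Without it, edgeR called 0 genes higher and 1 lower with TMM, DESeq2's size factors, library size alone, all gene biotypes, the earlier form of the fit, no fold change threshold and the length correction. It called 1 higher and 1 lower without the filter and with at least 10 counts in every library. With the block it called 529 higher and 1136 lower, and with the block and the length correction 277 and 805, of which 955 in all were among the 1665 called with the block alone. The crossed pairing gave 2 and 3. DESeq2 called 36 and 63, on all biotypes 36 and 61, and with the block 363 and 683. At an unadjusted p under 0.05 the counts were 443 and 839 with DESeq2 and 412 and 783 with edgeR. limma on log2(FPKM + 1) called 2 and 2, and on log2(FPKM + 0.1) 1 and 1. The share of lower genes was 63.6% with DESeq2, 68.2% with the block and 74.4% with the block and the length correction.

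In simulated data with a replicate effect taken from these libraries, edgeR without the block recovered 0 of 200 genes changed 4-fold, whereas it recovered 180 without that effect. The 1 call is thus no sign that few genes changed, and a replicate effect could keep true changes from being called, since with the block 1665 genes (529 higher) were called in the data. The simulated effect includes sampling noise and so overstates the effect. It also follows the replicate numbers that the block removes, so it cannot show whether that pairing is right. The block itself rests on the replicate numbers in the sample titles, which the library names do not follow in the cisplatin-treated group.

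The share of variance on PC1, 47.7%, has no replicate spread to be set against. It was 43.2% with the 500 most variable genes, 51.7% with DESeq2's rlog, 51.5% with log2(FPKM + 1) and 47.6% with all biotypes.

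The number of Fig. S1A genes higher after cisplatin was 29 with each scaling, DESeq2 and the block, and 11 with the filter, which removes the others. It ranged from 24 to 29 across the fits that each left out 1 library. Depth limits this list, since 22 of the genes with any count had fewer than 20 in all. The paper drew up the list from these same libraries, so its direction is not independent support.

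The cytokine and chemokine median of 0.14 was 0.29 without the filter (adjusted p = 0.0283 from limma) and reversed to -0.0431 with the length correction and to -0.0496 with the block and the length correction. It ranged from -0.0571 to 0.26 across the fits that each left out 1 library. The cytokine receptor median of -0.07 passed the threshold with fry only (-0.0722, adjusted p = 0.0014 from limma), and the camera values did not. The respiratory chain median of 0.50 stayed above 0 in each alternative, at 0.26 with the length correction and from 0.44 to 0.60 with 1 library left out. It did not pass the threshold with the estimated inter-gene correlation (0.50). The peptidase inhibitor median of 0.23 did not pass it with the length correction (0.11, and 0.10 with the block as well), the estimated correlation (0.23) or fry (0.23). The monocyte and macrophage median of 0.29 did not pass it with the length correction (0.24, and 0.22 with the block as well), the estimated correlation (0.29), fry (0.29) or the block (0.27). It ranged from 0.07, without cisplatin replicate 2, to 0.49, without vehicle replicate 2, across the fits that each left out 1 library. The cause of these changes was not tested, apart from gene length and the replicate effect.

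Among 195 further values of 22 named genes, 174 kept direction and side of the threshold, 12 newly passed it, all with the block, and 8 reversed. Icam1 was at -0.0421 with library size alone, -0.0168 with the block, -0.0216 with the crossed pairing and -0.0167 with DESeq2 and the block. With the length correction Ptprc was at 0.00946 and Ocln at 0.0515, and with the block as well at 0.00892 and 0.0168. The remaining value was LOC100911363, which no longer passed the threshold with library size alone and no filter (-4.51, adjusted p = 0.0594 from edgeR). With 1 library left out, log2 fold changes crossed 0 for Itgam (-0.38 to 0.55), Trpv1 (-0.20 to 0.35), Icam1 (-0.44 to 0.36), Cdh5 (-0.0379 to 0.32), Ocln (-0.52 to 0.21), Rbfox3 (-0.12 to 0.46) and Ccl21 (-0.34 to 4.06).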

Differences from the paper's values

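In this part, DESeq2 with the block and the gene length correction were chosen only after the result was seen.

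The paper reports 220 differentially expressed genes, 77 upregulated and 143 downregulated. edgeR without a block gave 1 in all, with 0 upregulated and 1 downregulated, and 1195 at an unadjusted p under 0.05. DESeq2, which the paper's methods name, gave 99 (36 and 63), and 1282 (443 and 839) at an unadjusted p. The replicate block gave 1665 (529 and 1136). None of the alternatives set before the data were examined came within 1.5 times of the paper's 77, 143 or 220.

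For Ntf4, the paper's log2 fold change in Fig. S1A is 2.01126939. The counts were 8 and 7 in the vehicle-treated and 0 in both cisplatin-treated libraries. Against the floor of 3 counts, the group means put the value at or under -1.46, which leaves out the counting error of the vehicle counts. Its direction was lower with DESeq2's size factors, library size alone, the block and DESeq2 as well.

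Of the 39 genes listed in Fig. S1A, DESeq2 gave 20 a log2 fold change within 0.05 of the paper's value, and 9 the opposite sign. The paper lists Insl6, Gcg, Bmp8a, Il19, Thpo, Il12b, Tnfsf11 and Pyy in Fig. S1A as higher after cisplatin. Each had 0 counts in both cisplatin-treated libraries and at most 4 in a vehicle-treated library, so no fold is given here. Ctsq, also listed, had 0 counts in every library. The paper presents cytokine activity among its enriched terms, which it obtained with STRING. That enrichment was not repeated here. A cytokine and chemokine set written by symbol, with 48 of its 114 genes kept by the filter, was instead tested for a shift against the other genes. The set had an adjusted p of 0.133 from limma's camera, and 0.0283 without the filter on low counts. As the test and the genes differ, these values do not contradict the paper's term. Without a block, 0 of the genes of Fig. S1A were called at the adjusted threshold by edgeR, DESeq2 or limma on FPKM. At an unadjusted p, edgeR with the filter called Ccl2, Cxcl9, Mif and Tslp, and DESeq2 called Ccl2, Ccl21, Cxcl9 and Mif as higher and Ntf4 as lower. The filter removes Ntf4. In edgeR's fit without the filter, Ntf4 (unadjusted p = 0.0212 from edgeR) and Bmp8a (0.0473) were lower, the latter with at most 3 counts in a library. edgeR with the replicate block, a setting fixed before the data were examined, called Ccl2, Ccl21, Cxcl9, Mif and Nppb. DESeq2 with the block, and edgeR with the block and the gene length correction, called Ccl2 and Ccl21; both settings were chosen after seeing the values.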

Other observations

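Of the tests below, the comparisons of the respiratory chain and cytokine medians with random lists were set before their outcome was seen, and the others were chosen only after the result was seen.

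Fold change depended on gene length. Across the 14719 genes, Spearman's rho between the log2 difference of the treatments and gene length was -0.36, and the median log2 fold change went from 0.34 in genes of at most 500 bp to -0.40 in genes above 8000 bp. If any pair of libraries differed in this way, the libraries of a group would too; rho was -0.042 between the vehicle-treated and 0.00537 between the cisplatin-treated libraries. The trend followed the treatment, and with 2 libraries per group a difference in RNA quality or library preparation cannot be told apart from it.

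Set medians were compared with 10000 random lists matched on length and mean expression. The respiratory chain median lay at percentile 99.99, and with the length correction it was 0.26 (adjusted p = 2.42e-12 from limma's camera), so length and expression do not account for all of it. The set includes mitochondrially encoded genes. Its 62 nuclear-encoded genes alone lay closer to the matched lists, at percentile 98.6, with a median of 0.44, and 0.20 with the length correction (adjusted p = 2.32e-07 from limma's camera). The cytokine and chemokine median lay at percentile 88.9, within the range of matched lists, which is consistent with genes of that length and expression in general. The cytokine receptor median lay at percentile 38.0 and the peptidase inhibitor median at 91.8. The latter was 0.11 with the length correction and cannot be told apart from a length effect. The monocyte and macrophage markers, 15 of 23 higher, had a median of 0.29 (adjusted p = 0.0442 from limma's camera) and 0.27 with the block (adjusted p = 0.084). With the length correction it was 0.24 (adjusted p = 0.123 from limma's camera). Lists matched to it had a median of -0.05, and the set lay at percentile 99.6 among them, so gene length and expression do not account for its median. Whether the set differs between the groups remains open, since it did not pass the threshold with the block.

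The difference between replicates 2 and 1 that both groups share may lie in Schwann cell content. Of 12 Schwann and satellite glia markers, 10 were higher in replicate 2 than in replicate 1 in both groups. The median log2 difference of the 12 was 0.89 in vehicle-treated and 1.23 in cisplatin-treated rats, and the lower of their percentiles among matched lists was 100. The other two, Fabp7 (-0.57 and -0.55) and Kcnj10 (-0.64 and -0.17), which are markers of satellite glia, were lower in both groups, so that the rise does not extend to all satellite glia markers. Of 20 sensory neuron markers, 19 were lower in both groups, and their median fell by 0.40 and by 0.52. A different share of nerve in the dissected tissue is a candidate explanation, and no biological explanation was tested.

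The 3 ways of splitting the 4 libraries into equal groups were compared. The treatment split gave 1 gene past the adjusted threshold, and 1 of 3 splits, the treatment split itself, gave as many. At an unadjusted p under 0.05 it gave 1195 genes, the split by replicate number 1595 and the crossed split 97, so 2 of 3 splits gave as many as the treatment. Only the crossed split parts as many same-numbered pairs as the real one, and with so few splits neither count can reach a share under 0.05.

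Vehicle replicate 1 held muscle and spinal cord transcripts. Acta1 had 4645 counts in it, against 127, 777 and 259 in vehicle replicate 2 and cisplatin replicates 1 and 2, and Olig1 had 443 against 9, 8 and 6. The 8 skeletal muscle markers had a median log2 fold change of -3.41 and the 7 spinal cord glia markers -1.01. Adjacent tissue in that library may account for single genes but not for most of the lower calls of DESeq2: 7 of 63 (11.1%) had at least 4 times more CPM in vehicle replicate 1 than in replicate 2, against 1.83% of the genes tested. With the block, edgeR called some of these markers lower, such as Ckm (adjusted p = 2.84e-06), Tnni2 (1.49e-06) and Olig1 (0.00206). Others, such as Acta1 (0.169) and Aqp4 (0.275), were not called. The share of such genes among the lower calls with the block was not measured.

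Genes called by DESeq2 more often had a further annotated gene of the same protein name, 34.0% against 14.5% of other genes tested (odds ratio 3.05, Fisher's exact test, two-sided p = 2.11e-06). Among calls of at least 4-fold it was 65.2% (odds ratio 11.1, p = 4.22e-08 from Fisher's exact test). Reads divided between copies may therefore contribute to the largest changes. For LOC100911363, the counts summed over the 3 genes of its protein name also fell, from 2003 and 1635 to 386 and 327. Reads moved among those genes therefore account for at most part of its fall. Copies were found by protein name only.

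In vehicle replicate 2, 4 Y-linked marker genes that the filter on low counts kept had no count. They had 4090, 3598 and 3926 counts together in vehicle replicate 1 and cisplatin replicates 1 and 2. Of the marker genes that the filter removed, Usp9y had 12 counts in vehicle replicate 1 and 0 in each other library, and Sry had none in any library. At the rate of the libraries other than vehicle replicate 2, 3349 counts of the 4 genes would be found at its depth, so depth does not account for their absence. A library from female rats alone is a candidate explanation, and it would leave the vehicle-treated group mixed in sex; no biological explanation was tested.

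Genes of markers the paper stained or discusses were not past the threshold in whole DRG RNA without a block. Ptprc (CD45) had a log2 fold change of -0.20 (standard error 0.32, adjusted p = 0.856 from edgeR), Itgam (CD11b) 0.03 (adjusted p = 0.986) and Adgre1 (F4/80) -0.56 (adjusted p = 0.593). Calca was at 0.38, Gap43 at 0.37 and Trpv1 at 0.10. Sensory neuron markers as a whole were higher after cisplatin, 19 of 20 with a median of 0.26, and 1 of 12 Schwann and satellite glia markers was higher, with a median of -0.31, so the values of neuronal genes cannot be told apart from a different share of neurons in the tissue. With the block, Gap43 was at 0.39 with an adjusted p of 0.0347, which ranged to 1, with the crossed pairing, over the alternatives. DESeq2 with the block gave Calca an adjusted p of 0.0216. Il1b had 11 and 10 counts in vehicle-treated and 11 and 7 in cisplatin-treated libraries. Il6 had at most 1 count in a library. Tnf, annotated at a pair of loci, had 6 counts in cisplatin replicate 2 and at most 1 elsewhere. RNA of the whole ganglion is a separate measure from counts of stained cells.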
